# Overcoming GNA/RNA base-pairing limitations using isonucleotides improves the pharmacodynamic activity of ESC+ GalNAc-siRNAs

**DOI:** 10.1093/nar/gkab916

**Published:** 2021-10-14

**Authors:** Mark K Schlegel, Shigeo Matsuda, Christopher R Brown, Joel M Harp, Joseph D Barry, Daniel Berman, Adam Castoreno, Sally Schofield, John Szeto, Muthiah Manoharan, Klaus Charissé, Martin Egli, Martin A Maier

## Abstract

We recently reported that RNAi-mediated off-target effects are important drivers of the hepatotoxicity observed for a subset of GalNAc–siRNA conjugates in rodents, and that these findings could be mitigated by seed-pairing destabilization using a single GNA nucleotide placed within the seed region of the guide strand. Here, we report further investigation of the unique and poorly understood GNA/RNA cross-pairing behavior to better inform GNA-containing siRNA design. A reexamination of published GNA homoduplex crystal structures, along with a novel structure containing a single (*S*)-GNA-A residue in duplex RNA, indicated that GNA nucleotides universally adopt a rotated nucleobase orientation within all duplex contexts. Such an orientation strongly affects GNA-C and GNA-G but not GNA-A or GNA-T pairing in GNA/RNA heteroduplexes. Transposition of the hydrogen-bond donor/acceptor pairs using the novel (*S*)-GNA-isocytidine and -isoguanosine nucleotides could rescue productive base-pairing with the complementary G or C ribonucleotides, respectively. GalNAc-siRNAs containing these GNA isonucleotides showed an improved *in vitro* activity, a similar improvement in off-target profile, and maintained *in vivo* activity and guide strand liver levels more consistent with the parent siRNAs than those modified with isomeric GNA-C or -G, thereby expanding our toolbox for the design of siRNAs with minimized off-target activity.

## INTRODUCTION

Therapeutics based on RNA interference (RNAi) hold enormous potential for the treatment of a wide range of genetic diseases. RNAi utilizes a highly conserved mechanism by which double-stranded, small interfering RNA (siRNA), comprises lengths ranging from 20 to 25 nucleotides, load into the Argonaute 2 (Ago2) component of the RNA-induced silencing complex (RISC) and subsequently recognizes and degrades a target messenger RNA (mRNA). Despite the specificity afforded by full-length pairing to the intended target mRNA, unintended off-targets can arise through the binding of nucleotides from positions 2 to 8 in the seed region of the siRNA guide strand (g2-g8) with complementary site(s) in the 3′-untranslated region (3′-UTR) of mRNAs (1–4). Binding of these off-targets can lead to widespread transcriptional dysregulation through a microRNA (miRNA)-like mechanism. To enhance siRNA specificity by mitigating the miRNA-like repression of off-targets, thermally destabilizing modifications have been incorporated into the seed region of the guide strand (5–11). These chemical modifications preferentially diminish seed-only pairing (seed-pairing destabilization) while still allowing for productive full-length pairing and thereby maintain on-target activity. Of recent note, siRNAs conjugated to a triantennary *N*-acetylgalactosamine ligand [GalNAc-siRNAs, (12,13)] featuring full modification at the 2′-position of all ribonucleotides and a single incorporation of glycol nucleic acid (GNA) in the seed region of the guide strand have demonstrated an improved therapeutic index in rodents and initial proof of concept in human clinical trials (11, manuscript submitted). These GalNAc-siRNAs demonstrating an improved specificity and therapeutic index, designed in the context of our enhanced stabilization chemistry [ESC, (12,13)], were termed ESC+ (manuscript submitted).

GNA comprises an acyclic, three-carbon backbone with a single stereocenter and currently constitutes the simplest known nucleic acid self-pairing system with a phosphodiester backbone (14–16). Interestingly, homoduplexes of GNA have been shown to be thermodynamically more stable than duplexes of DNA or RNA of the same sequence (16). Although the enhanced stability of an acyclic nucleic acid analog such as GNA was initially counterintuitive, that stability was later attributed to a pre-organized single-stranded state, an enhanced base–base stacking within the zipper-like structure, and the ability of the GNA duplex to efficiently sample many different conformations of its backbone without disrupting Watson–Crick hydrogen bonding interactions between complementary nucleobases (17–19). Further evaluation of GNA crystal structures pointed towards a global structure of the (*S*)-isomer which closely mimics the backbone of an A-form helix, likely explaining the preference for cross-pairing with RNA but not DNA (17,18,20).

Despite the global similarities between GNA and RNA homoduplexes, one outstanding question from previous reports remained the uncharacteristically weak nature of (*S*)-GNA/RNA cross-pairing with increasing G:C content. Whereas the melting curves of GNA/RNA heteroduplexes consisting of only A and U/T nucleotides were indicative of stable duplex formation, an increase in the G:C content of these heteroduplexes by 1 or 3 base-pairs resulted in an unexpected decrease in the thermal stability and loss of a distinctive CD spectrum (16). We recently observed similar behavior where the incorporation of GNA-C or GNA-G into the center of double-stranded RNA resulted in a greater reduction of duplex stability relative to either GNA-A or GNA-T incorporation (21). Recent structural data provided some initial insight regarding the nature of this pairing discrepancy; a single GNA-T nucleotide adopted a unique rotated nucleobase orientation within an RNA duplex and paired with the complementary nucleotide in a reverse Watson–Crick fashion (21). Following this observation, we hypothesized that rotation of nucleobase orientation may be common to all GNA nucleotides when incorporated in duplex RNA and may explain the G:C versus A:T pairing discrepancy. This hypothesis was further supported by the demonstration of a reduced level of thermal destabilization after the incorporation of GNA-C or GNA-G in duplex RNA when paired with isoguanosine or isocytidine ribonucleotides, respectively, allowing for more productive hydrogen bond donor/acceptor interactions in a reverse Watson–Crick pairing mode (21–23).

Given the unanswered questions on the exact nature of GNA/RNA cross-pairing, especially in a G:C-rich sequence context, and the potential impact of a unique base-pairing which could limit the accessible sequence space for the development of GNA-containing siRNAs, we wanted to more fully understand GNA/RNA cross-pairing to better inform siRNA design in the context of our ESC+ approach. Herein, we further investigate the structural impact of GNA incorporation in RNA duplexes. We present new insights from previously reported GNA homoduplex structures and a novel duplex RNA crystal structure featuring a single (*S*)-GNA-A nucleotide, both of which demonstrate that a rotated nucleobase orientation is common to all GNA nucleotides regardless of duplex context. We describe the synthesis of two novel GNA monomers, (*S*)-GNA-isocytidine and (*S*)-GNA-isoguanosine (GNA-isoC and GNA-isoG, collectively GNA isonucleotides), which have an improved pairing ability with complementary nucleotides in RNA or siRNA conjugate duplexes. Finally, we show that GalNAc-siRNAs with GNA-isoC or GNA-isoG substitution are better tolerated *in vitro* relative to GNA-C or GNA-G, respectively, maintain the ability to reduce off-target effects, and lead to pharmacodynamic (PD) and pharmacokinetic (PK) profiles more consistent with the parent (not modified with GNA) siRNA in mice.

## MATERIALS AND METHODS

### Structure determination by X-ray crystallography

Crystals of the RNA dodecamer 5′-CGCG**A**A-^Br^U-UAGCG-3′ (site of GNA incorporation highlighted by the bold underlined text; ^Br^U = 5-bromo-Uridine) were grown by sitting-drop vapor-diffusion at room temperature. A crystal was obtained from a drop (0.8 μl) containing 0.5 mM oligonucleotide, 2.3 mM HoCl_3_, 40 mM NaCl, 5 mM spermine*4HCl, and 20 mM Na cacodylate, pH 7.0. Crystallization drops were equilibrated against reservoirs containing 70 μl 2-methyl-2,4-pentanediol. Crystals were mounted without further cryo-protection and flash-cooled in liquid nitrogen.

Diffraction data were collected on the 21-ID-D beam line of the Life Sciences Collaborative Access Team (LS-CAT) at the Advanced Photon Source (APS), located at Argonne National Laboratory (Argonne, IL). Crystals were maintained at 100 K during data collection. Diffraction images were collected using a Dectris Eiger 9 M hybrid photon counting detector. Data were collected using X-ray energy of 13 500 eV for Br-SAD phasing. Diffraction data were indexed, scaled and merged using the expert system, xia2 (24) and DIALS (25). Selected crystal data and data collection parameters are summarized in Supplementary Table S2.

SAD data were phased using SHELXC, SHELXD and SHELXE (26) through HKL2MAP (26,27). The resulting maps were used to manually build the model using COOT (28). The modified residues were built into the electron density and refinement continued with a dictionary created using PRODRG (29). All refinement was performed using the PHENIX package (30,31). Refinement parameters are summarized in Supplementary Table S2.

### Synthesis of (*S*)-GNA-isocytidine phosphoramidite

Compound **3**. To a solution of compound **1** (1.90 g, 17.1 mmol) in anhydrous DMF (34 ml) was added NaH (60% in mineral oil; 137 mg, 3.42 mmol). The reaction mixture was stirred at room temperature for 1 h and then a solution of compound **2** (5.85 g, 15.5 mmol) in DMF (34 ml) was added (15). The mixture was heated at 110°C for 18 h. After removing the solvent under reduced pressure, the residue was extracted with EtOAc and H_2_O. The organic layer was separated, dried over anhydrous Na_2_SO_4_, filtered and concentrated. The crude material was purified by flash column chromatography on silica gel (0–10% MeOH in CH_2_Cl_2_) to obtain compound **3** as a light-yellow foam (3.27 g, 6.71 mmol, 43%, *R*_f_ = 0.24 developed with 8% MeOH in CH_2_Cl_2_). ^1^H NMR (500 MHz, DMSO-*d*_6_): δ (ppm) = 7.45–7.43 (m, 2 H), 7.33–7.28 (m, 6 H), 7.22 (t, *J* = 7.3 Hz, 1 H), 7.16 (d, *J* = 7.5 Hz, 1 H), 6.90–6.88 (m, 4 H), 6.69 (brs, 2 H), 5.44 (t, *J* = 6.8 Hz, 2 H), 3.95–3.92 (m, 1 H), 3.83 (dd, *J* = 15.0, 3.5 Hz, 1 H), 3.74 (s, 6 H), 3.64 (dd, *J* = 14.8, 8.8 Hz, 1 H), 3.00 (dd, *J* = 9.5, 5.5 Hz, 1 H), 2.93 (dd, *J* = 9.5, 4.5 Hz, 1 H); ^13^C NMR (126 MHz, DMSO-*d*_6_): δ (ppm) = 169.98, 158.02, 155.45, 144.94, 143.95, 135.65, 135.60, 129.77, 127.76, 126.57, 113.13, 113.12, 105.88, 85.32, 67.50, 65.13, 55.01, 53.01; HRMS calc. for C_28_H_29_N_3_NaO_5_ [*M* + Na]^+^ 510.2005, found 510.1991.

Compound **4**. To a solution of compound **3** (3.25 g, 6.67 mmol) in MeOH (40 ml) was added *N,N*-dimethylformamide dimethyl acetal (1.77 ml, 13.3 mmol). The reaction mixture was stirred at room temperature for 16 h. After removing the solvent under reduced pressure, the residue was purified by flash column chromatography on silica gel (0–8% MeOH in CH_2_Cl_2_) to obtain compound **4** as a light-yellow foam (3.47 g, 6.39 mmol, 96%, *R*_f_ = 0.41 developed with 8% MeOH in CH_2_Cl_2_). ^1^H NMR (400 MHz, DMSO-*d*_6_): δ (ppm) = 8.59 (s, 1 H), 7.40 (d, *J* = 7.2 Hz, 2 H), 7.36 – 7.20 (m, 8H), 6.90 – 6.87 (m, 4 H), 5.59 (d, *J* = 7.6 Hz, 1 H), 5.17 (d, *J* = 6.0 Hz, 1 H), 4.43 (dd, *J* = 13.6, 3.6 Hz, 1 H), 3.97 (brs, 1 H), 3.74 (s, 6 H), 3.51 (dd, *J* = 13.4, 8.6 Hz, 1 H), 3.17 (s, 3 H), 3.02 – 2.97 (m, 1 H), 2.96 (s, 3 H), 2.90 – 2.86 (m, 1 H); ^13^C NMR (126 MHz, DMSO-*d*_6_): δ (ppm) = 170.59, 158.14, 158.10, 158.07, 144.99, 144.92, 135.63, 135.62, 129.72, 127.88, 127.68, 126.72, 113.20, 107.23, 85.39, 68.09, 65.94, 55.09, 54.10, 40.78, 34.69; HRMS calc. for C_31_H_35_N_4_O_5_ [*M* + H]^+^ 543.2607, found 543.2609.

Phosphoramidite ***i*C**. To a solution of compound **4** (2.00 g, 3.69 mmol) in CH_2_Cl_2_ (20 ml) and *N,N*-diisopropylethylamine (1.29 ml, 7.38 mmol) was added 2-cyanoethyl *N*,*N*-diisopropylchlorophosphoramidite **5** (1.32 ml, 5.90 mmol). The reaction mixture was stirred at room temperature for 16 h under an argon atmosphere. The reaction mixture was diluted with CH_2_Cl_2_ (200 ml) then washed with saturated aqueous NaHCO_3_ (100 ml). The organic layer was separated, dried over anhydrous Na_2_SO_4_, filtered and concentrated. The crude material was purified by flash column chromatography over silica gel (33–100% EtOAc in hexane then CH_2_Cl_2_:acetone:Et_3_N = 50:50:1) to obtain phosphoramidite ***i*C** as a light-yellow foam (880 mg, 1.18 mmol, 32%, *R*_f_ = 0.41 developed with 8% MeOH in CH_2_Cl_2_). ^1^H NMR (500 MHz, CD_3_CN): δ (ppm) = 8.64–8.63 (m, 1 H), 7.49–7.45 (m, 2 H), 7.35–7.19 (m, 8 H), 6.88–6.84 (m, 4 H), 5.67–5.61 (m, 1 H), 4.44–4.35 (m, 2 H), 3.92–3.83 (m, 1 H), 3.773–3.766 (m, 6 H), 3.73–3.52 (m, 4 H), 3.20–2.92 (m, 8 H), 2.60–2.43 (m, 2 H), 1.34–1.03 (m, 12 H); ^13^C NMR (126 MHz, CD_3_CN): δ (ppm) = 172.43, 172.32, 159.78, 159.69, 159.30, 146.12, 146.06, 145.64, 145.40, 136.94, 136.91, 136.84, 131.04, 131.01, 130.98, 130.96, 130.94, 129.01, 128.97, 128.95, 128.91, 128.87, 128.81, 127.84, 127.82, 114.16, 114.15, 114.03, 114.01, 108.75, 108.46, 87.00, 86.95, 72.84, 72.73, 72.36, 72.26, 70.02, 65.83, 65.44, 59.33, 59.18, 59.08, 58.92, 55.94, 55.92, 55.23, 54.53, 46.70, 44.07, 43.97, 43.87, 43.77, 41.80, 41.67, 35.63, 32.19, 29.73, 25.05, 25.01, 24.98, 24.95, 24.91, 24.89, 24.85, 24.84, 20.94, 20.89; ^31^P NMR (202 MHz, CD_3_CN): δ (ppm) = 150.28, 149.99; HRMS calc. for C_40_H_52_N_6_O_6_P [*M* + H]^+^ 743.3686, found 743.3690.

### Synthesis of (*S*)-GNA-isoguanosine phosphoramidite

Compound **7**. To a suspension of 2,6-diaminopurine **6** (9.38 g, 62.5 mmol) in anhydrous DMF (125 mL) was added NaH (60% in mineral oil; 500 mg, 12.5 mmol). The reaction mixture was stirred at room temperature for 1 h and then a solution of compound **2** (22.4 g, 59.5 mmol) in DMF (100 ml) was added. The mixture was heated at 110°C for 21 h. After removing the solvent under reduced pressure, the crude material was purified by flash column chromatography on silica gel (0–10% MeOH in CH_2_Cl_2_) to obtain compound **7** as a light-yellow foam (19.3 g, 36.6 mmol, 61%, *R*_f_ = 0.33 developed with 8% MeOH in CH_2_Cl_2_). ^1^H NMR (400 MHz, CDCl_3_): δ (ppm) = 7.41–7.39 (m, 3 H), 7.29–7.13 (m, 8 H), 6.81–6.79 (m, 4 H), 5.82 (brs, 2 H), 4.95 (brs, 2 H), 4.26–4.12 (m, 3 H), 3.77 (s, 6 H), 3.27 (dd, *J* = 9.2, 4.4 Hz, 1 H), 2.99 (dd, *J* = 9.6, 6.4 Hz, 1 H); ^13^C NMR (101 MHz, CDCl_3_): δ (ppm) = 158.68, 155.53, 151.90, 144.81, 139.54, 135.95, 135.84, 130.08, 128.13, 128.02, 127.02, 114.10, 113.32, 86.52, 69.82, 64.57, 55.36, 53.56, 48.50; HRMS calc. for C_29_H_31_N_6_O_4_ [*M* + H]^+^ 527.2407, found 527.2410.

Compound **8**. Compound **7** (19.0 g, 36.1 mmol) was treated with 80% aq. AcOH (500 ml) for 16 h. After removing the solvent, the residue was dissolved in toluene (200 ml), CH_2_Cl_2_ (100 ml) and MeOH (10 ml). The solution was left overnight at room temperature during which a white precipitate formed. The precipitated material was filtered and washed with CH_2_Cl_2_ to give the acetate salt of compound **8** as an off-white powder (8.68 g, 30.5 mmol, 84%, *R*_f_ = 0.18 developed with 20% MeOH in CH_2_Cl_2_). ^1^H NMR (400 MHz, D_2_O): δ (ppm) = 7.87 (s, 1 H), 4.24–4.20 (m, 1 H), 4.13–4.07 (m, 2 H), 3.68–3.57 (m, 2 H), 2.02 (s, 3H); ^13^C NMR (126 MHz, D_2_O): δ (ppm) = 179.54, 157.16, 153.94, 151.82, 142.16, 112.53, 70.38, 63.28, 46.54, 22.34; HRMS calc. for C_8_H_13_N_6_O_2_ [*M* + H]^+^ 225.1100, found 225.1099.

Compound **9**. To a suspension of compound **8** (7.88 g, 27.7 mmol) in H_2_O (250 ml) was added a solution of NaNO_2_ (7.41 g, 107.4 mmol) in H_2_O (47 ml) at 50°C. Then AcOH (11.1 ml, 193.9 mmol) was added dropwise. After stirring for 10 min, the brown colored solution was cooled on ice, diluted with H_2_O (250 ml) and concentrated aq. NH_4_OH (∼11 ml) was added to adjust the pH to 8. The solution was evaporated, and the residue was resuspended in H_2_O (250 ml). The resulting solid was filtered off and the cake was dried *in vacuo* overnight. The material was transferred to a round-bottom flask, coevaporated with toluene, and then dried *in vacuo* overnight to give the acetate salt of compound **9** as a light-purple solid (7.61 g, 26.7 mmol, 96%). ^1^H NMR (500 MHz, DMSO-*d*_6_): δ (ppm) = 7.62 (s, 1 H), 4.02 (dd, *J* = 14.0, 3.5 Hz, 1 H), 3.81 (dd, *J* = 14.0, 7.0 Hz, 1 H), 3.76–3.71 (m, 1 H), 3.34 (dd, *J* = 11.0, 5.0 Hz, 1 H), 3.21 (dd, *J* = 11.0, 6.5 Hz, 1 H), 1.83 (s, 3 H); ^13^C NMR (126 MHz, DMSO-*d*_6_): δ (ppm) = 174.55, 156.84, 152.44, 139.69, 112.74, 108.60, 69.67, 62.90, 45.63, 24.00; HRMS calc. for C_8_H_12_N_5_O_3_ [*M* + H]^+^ 226.0940, found 226.0938.

Compound **10**. To a suspension of compound **9** (3.03 g, 13.5 mmol) in MeOH (54 mL) was added *N,N*-dimethylformamide dimethyl acetal (3.57 mL, 26.9 mmol). The reaction mixture was stirred for 15 h at room temperature. Additional *N,N*-dimethylformamide dimethyl acetal (1.8 ml) and MeOH (20 ml) were added and the solution was heated at 55°C for 3 h. The mixture was evaporated and the residue was dried *in vacuo* overnight to give compound **10** as a grey powder (3.68 g, 13.1 mmol, 97%). ^1^H NMR (400 MHz, DMSO-*d*_6_): δ (ppm) = 10.97 (s, 1 H), 9.20 (s, 1 H), 7.78 (s, 1 H), 5.15 (brs, 1 H), 4.96 (brs, 1 H), 4.05 (dd, *J* = 13.4, 3.0 Hz, 1 H), 3.84–3.77 (m, 2 H), 3.38 – 3.34 (m, 1 H), 3.28–3.23 (m, 1 H), 3.20 (s, 3 H), 3.10 (s, 3 H); ^13^C NMR (126 MHz, DMSO-*d*_6_): δ (ppm) = 161.34, 157.89, 156.37, 154.24, 142.87, 69.42, 63.18, 45.65, 41.08, 34.29; HRMS calc. for C_11_H_17_N_6_O_3_ [*M* + H]^+^ 281.1362, found 281.1360.

Compound **11**. To a suspension of compound **10** (3.66 g, 13.1 mmol) in anhydrous pyridine (180 ml) and *N,N*-diisopropylethylamine (2.97 ml, 17.0 mmol) was added diphenylcarbamoyl chloride (3.04 g, 13.1 mmol). The reaction mixture was stirred at room temperature for 2 h then quenched with saturated aq. NaHCO_3_ (50 ml). The mixture was extracted with CH_2_Cl_2_ (300 ml), the organic layer separated, dried over anhydrous Na_2_SO_4_, filtered and concentrated. The crude material was purified by flash column chromatography on silica gel (0-8% MeOH in CH_2_Cl_2_) to give compound **11** as a brown foam (2.82 g, 5.93 mmol, 45%, *R*_f_ = 0.24 developed with 8% MeOH in CH_2_Cl_2_). ^1^H NMR (400 MHz, DMSO-*d*_6_): δ (ppm) = 8.93 (s, 1 H), 8.14 (s, 1 H), 7.44–7.28 (m, 10 H), 5.09 (d, *J* = 5.6 Hz, 1 H), 4.82 (t, *J* = 5.6 Hz, 1 H), 4.28 (dd, *J* = 14.0, 3.6 Hz, 1 H), 3.99 (dd, *J* = 14.0, 8.4 Hz, 1 H), 3.86 – 3.79 (m, 1 H), 3.43–3.30 (m, 2 H), 3.21 (s, 3 H), 3.13 (s, 3 H); ^13^C NMR (126 MHz, DMSO-*d*_6_): δ (ppm) = 160.31, 158.77, 155.26, 152.88, 151.58, 144.04, 141.94, 129.23, 127.10, 126.84, 123.38, 69.43, 63.57, 46.54, 40.79, 34.59; HRMS calc. for C_24_H_26_N_7_O_4_ [*M* + H]^+^ 476.2046, found 476.2040.

Compound **12**. To a solution of compound **11** (2.82 g, 5.93 mmol) in pyridine (30 mL) was added 4,4′-dimethoxytrityl chloride (2.21 g, 6.52 mmol) and the mixture was stirred at room temperature for 16 h. After quenching the reaction by the addition of MeOH (3 ml), the solvent was removed under reduced pressure. The residue was redissolved in CH_2_Cl_2_ (100 ml), washed with saturated aq. NaHCO_3_ (50 ml), the organic layer was separated, dried over anhydrous Na_2_SO_4_, filtered and concentrated. The crude was purified by flash column chromatography on silica gel (0–8% MeOH in CH_2_Cl_2_) to give compound **12** as a light-yellow foam (2.52 g, 3.24 mmol, 55%, *R*_f_ = 0.34 developed with 5% MeOH in CH_2_Cl_2_). ^1^H NMR (400 MHz, DMSO-*d*_6_): δ (ppm) = 8.91 (s, 1 H), 8.10 (s, 1 H), 7.43–7.37 (m, 10 H), 7.30–7.17 (m, 9 H), 6.85–6.82 (m, 4 H), 5.36 (d, *J* = 5.6 Hz, 1 H), 4.32 (dd, *J* = 13.6, 3.6 Hz, 1 H), 4.13–4.08 (m, 1 H), 4.05–4.01 (m, 1 H), 3.699 (s, 3 H), 3.697 (s, 3 H), 3.21 (s, 3 H), 3.13 (s, 3 H), 3.00 (dd, *J* = 9.6, 5.2 Hz, 1 H), 2.86 (dd, *J* = 9.4, 6.2 Hz, 1 H); ^13^C NMR (101 MHz, DMSO-*d*_6_): δ (ppm) = 160.29, 158.72, 158.00, 157.98, 155.30, 152.88, 151.63, 144.91, 143.83, 141.95, 135.55, 135.52, 129.73, 129.71, 129.22, 127.77, 127.70, 127.04, 126.80, 126.59, 123.35, 85.42, 67.80, 65.36, 54.97, 46.66, 40.80, 34.60; HRMS calc. for C_45_H_44_N_7_O_6_ [*M* + H]^+^ 778.3353, found 778.3345.

Phosphoramidite ***i*G**. To a solution of compound **12** (1.15 g, 1.48 mmol) in CH_2_Cl_2_ (15 ml) and *N,N*-diisopropylethylamine (1.03 ml, 5.92 mmol) was added 2-cyanoethyl *N*,*N*-diisopropylchlorophosphoramidite **5** (0.363 ml, 1.63 mmol) and 1-methylimidazole (0.118 ml, 1.48 mmol). The reaction mixture was stirred at room temperature for 1 h under an argon atmosphere. The reaction mixture was diluted with CH_2_Cl_2_ (200 ml), then washed with saturated aq. NaHCO_3_ (50 ml) and brine (50 ml). The organic layer was separated, dried over anhydrous Na_2_SO_4_, filtered and concentrated. The crude material was purified by flash column chromatography on silica gel (33–100% EtOAc in hexane) to obtain phosphoramidite ***i*G** as a light-yellow foam (1.16 g, 1.19 mmol, 80%, *R*_f_ = 0.30 developed with EtOAc). ^1^H NMR (500 MHz, CD_3_CN): δ (ppm) = 8.93 (s, 0.6 H), 8.91 (s, 0.4 H), 7.88 (s, 0.6 H), 7.83 (s, 0.4 H), 7.47–7.37 (m, 10 H), 7.31–7.18 (m, 9 H), 6.82–6.77 (m, 4 H), 4.41–4.33 (m, 3 H), 3.73 (s, 2H), 3.73 (s, 2.5 H), 3.73 (s, 3.5 H), 3.65–3.43 (m, 4 H), 3.19 (d, *J* = 2.5 Hz, 3 H), 3.16 (d, *J* = 2.0 Hz, 3 H), 3.14–2.95 (m, 2 H), 2.50–2.47 (m, 1 H), 2.42 (t, *J* = 4.8 Hz, 1 H), 1.08 (dd, *J* = 7.0, 5.5 Hz, 6 H), 0.98 (dd, *J* = 7.0, 3.0 Hz, 6 H); ^13^C NMR (126 MHz, CD_3_CN): δ (ppm) = 161.86, 161.83, 159.89, 159.82, 159.63, 159.62, 156.96, 156.92, 154.57, 154.43, 153.19, 153.16, 146.07, 146.02, 144.32, 144.18, 143.41, 136.78, 136.72, 136.68, 131.04, 130.99, 130.21, 130.20, 128.98, 128.94, 128.83, 128.82, 128.17, 127.88, 127.80, 127.78, 124.87, 124.77, 119.52, 119.33, 114.01, 87.12, 72.28, 72.26, 72.16, 72.15, 65.26, 65.23, 65.01, 64.99, 59.39, 59.32, 59.24, 59.17, 55.88, 47.15, 47.11, 46.80, 46.78, 43.97, 43.93, 43.87, 43.83, 41.69, 35.29, 24.94, 24.90, 24.88, 24.84, 24.82, 20.89, 20.85, 20.83, 20.79; ^31^P NMR (202 MHz, CD_3_CN): δ (ppm) = 150.65, 149.98; HRMS calc. for C_54_H_61_N_9_O_7_P [*M* + H]^+^ 978.4432, found 978.4434.

### Oligonucleotide synthesis

All oligonucleotides were prepared on a MerMade 192 synthesizer on a 1 μmole scale using universal or custom GalNAc supports. All phosphoramidites were used at a concentration of 100 mM in 100% Acetonitrile or 9:1 Acetonitrile:DMF with a standard protocol for 2-cyanoethyl phosphoramidites, except that the coupling time was extended to 400 s. Oxidation of the newly formed linkages was achieved using a solution of 50 mM I_2_ in 9:1 Acetonitrile:Water to create phosphate linkages or 100 mM DDTT (3-[(dimethylaminomethylene)amino]-3H-1,2,4-dithiazole-5-thione) in 9:1 Pyridine:Acetonitrile to create phosphorothioate linkages. After the trityl-off synthesis, columns were incubated with 150 μl of 40% aqueous methylamine for 30 minutes and the solution drained via vacuum into a 96-well plate. After repeating the incubation and draining with a fresh portion of aqueous methylamine (150 μl), the plate containing crude oligonucleotide solution was sealed and shaken at room temperature for an additional 60 min to completely remove all exocyclic and cyanoethyl protecting groups. For RNA-containing oligonucleotides, 200 μl of DMSO and 300 μl of triethylamine trihydrofluoride were added followed by heating to 60°C for 60 min to remove all silyl protecting groups. Precipitation of the crude oligonucleotides was accomplished via the addition of 1.2 ml of 9:1 acetonitrile:EtOH (conjugates) or 1:1 EtOH:iPrOH (RNA) to each well followed by centrifugation at 3000 RPM for 45 min, the supernatant removed from each well, and the pellets resuspended in 950 μl of 20 mM aqueous NaOAc. Oligonucleotides were purified using anion exchange chromatography (IEX) over a GE Source 15Q column (4.6 × 100 mm) with a linear gradient from 100 to 600 mM NaBr over 20 min in 20 mM sodium phosphate buffer (pH = 8.5) with 15% acetonitrile at 60°C. The desired fractions were desalted over a GE Hi-Trap Desalting Column (Sephadex G25 Superfine) using water to elute the final oligonucleotide products. All identities and purities were confirmed using ESI-MS and IEX HPLC, respectively.

### Determination of *T*_M_ via temperature-dependent UV spectroscopy

The melting studies were performed in 1 cm path length quartz cells on a Cary 300 spectrophotometer equipped with a thermoprogrammer. RNA 12-mer duplexes were evaluated at a duplex concentration of 2 μM in 1× PBS (10 mM Na/K phosphate buffer, pH 7.4, with 137 mM NaCl and 3 mM KCl). GalNAc-siRNA conjugate duplexes were evaluated at a duplex concentration of 1 μM in 0.1× PBS (1.0 mM Na/K phosphate buffer, pH 7.4, with 13.7 mM NaCl and 0.3 mM KCl). Each cuvette contained 800 μl of sample solution covered by 200 μl of light mineral oil. Melting curves were monitored at 260 nm with a heating rate of 1°C/min from 15-90°C. Melting temperatures (*T*_M_) were calculated from the first derivatives of the smoothed heating curves and the reported values are the result of at least two independent measurements.

### Evaluation of *in vitro* activity

Primary Mouse Hepatocytes (Thermo Fisher Scientific/Gibco) were transfected by adding 5.0 μl of a mixture containing Lipofectamine RNAiMax (Invitrogen, cat # 13778-150) and Opti-MEM plus (mixture composed of 0.1 μl of Lipofectamine and 5.0 μl of Opti-MEM plus) to each well, along with 5 μl of the desired siRNA duplex into a 384-well plate and incubated at room temperature for 15 min. About 40 μl of Dulbecco’s Modified Eagle Medium (Hep3b) or William’s Medium (PMH) containing ∼5 × 10^3^ cells were then added to the siRNA mixture. Cells were incubated for 24 h at 37°C and then processed for RNA purification. RNA was isolated using an automated protocol on a BioTek-EL406 platform using DYNABEADs (Invitrogen, cat # 61012). Briefly, 70 μl of Lysis/Binding Buffer and 10 μl of lysis buffer containing 3 μl of magnetic beads were added to each well. Plates were incubated on an electromagnetic shaker for 10 min at room temperature and then magnetic beads were captured and the supernatant was removed. Bead-bound RNA was then washed two times with 150 μl Wash Buffer A and once with Wash Buffer B. Beads were then washed with 150 μl Elution Buffer, re-captured and supernatant removed. 12 μl of a master mix containing 1.2 μl 10× Buffer, 0.48 μl 25× dNTPs, 1.2 μl 10× Random primers, 0.6 μl Reverse Transcriptase, 0.6 μl RNase inhibitor and 7.92 μl of water per reaction was added to RNA isolated above. Plates were sealed, mixed, and incubated on an electromagnetic shaker for 10 min at room temperature, followed by 2 h at 37°C. About 2 μl of cDNA were added to a master mix containing 2 μl water, 0.5 μl of either an appropriate GAPDH TaqMan VIC Probe or the target probe and 5 μl Lightcycler 480 probe master mix (Roche, cat # 04887301001) per well in a 384 well plate (Roche, cat # 04887301001). Real time PCR was done in a LightCycler480 Real Time PCR system (Roche). Each duplex was tested in quadruplicate and data were normalized to cells transfected with a non-targeting control siRNA. To calculate relative fold change, real time data were analyzed using the ΔΔ*C*t method and normalized to assays performed with cells transfected with a non-targeting control siRNA.

### Off-target reporter assays

Cos7 cells (ATCC, Manassas, VA) were grown to near confluence at 37°C in an atmosphere of 5% CO_2_ in DMEM (ATCC) supplemented with 10% FBS, before being released from the plate by trypsinization. siRNA and psiCHCECK2 plasmid transfection was carried out by adding 5 μl of siRNA duplexes and 5 μl of psiCHECK2 plasmid per well along with 5 μl of Opti-MEM plus 0.1 μl of Lipofectamine RNAiMax per well and then incubated at room temperature for 15 min. The mixture was then added to the cells which were resuspended in 35 μl of fresh complete media. The transfected cells were incubated at 37°C in an atmosphere of 5% CO_2_. 48 hours after the siRNAs and psiCHECK2 plasmid were transfected, Firefly (transfection control) and Renilla (fused to target sequence) luciferase were measured. First, media was removed from cells. Then, Firefly luciferase activity was measured by first adding 20 μl of Dual-Glo^®^ Luciferase Reagent equal to the culture medium volume to each well and mixed. The mixture was incubated at room temperature for 30 min before luminescence (500 nm) was measured on a Spectramax plate reader (Molecular Devices) to detect the Firefly luciferase signal. Renilla luciferase activity was measured by adding 20 μl of Dual-Glo® Stop & Glo^®^ Reagent to each well and the plates were incubated for 10–15 min before luminescence was again measured to determine the Renilla luciferase signal. siRNA activity was determined by normalizing the Renilla signal to the Firefly (control) signal within each well. The magnitude of siRNA activity was then assessed relative to cells that were transfected with the same vector but were not treated with siRNA or were treated with a non-targeting siRNA. All transfections were done at *n* = 4 or greater.

### Specificity evaluation of GalNAc-siRNAs

Transfection in PMH, incubation, and RNA extraction was performed as above. cDNA libraries were prepared with the TruSeq Stranded Total RNA Library Prep Kit (Illumina) and sequenced on a NextSeq500 sequencer (Illumina), all according to manufacturers’ instructions. Raw RNAseq reads were filtered with minimal mean quality scores of 28 and minimal remaining length of 36, using the ea-utils software fastq-mcf (https://expressionanalysis.github.io/ea-utils/). Filtered reads were aligned to the *mus musculus* genome (GRCm39/mm39) using STAR (ultrafast universal RNAseq aligner) (32). Uniquely aligned reads were counted by featureCounts (33) with the minimum mapping quality score set to 10. Differential gene expression analysis was performed by the R package DESeq2 with the betaPrior parameter set to TRUE to shrink log_2_ fold-change estimates for noisy, low-count genes (33,34).

### Care and use of laboratory animals

All procedures using mice were conducted by certified laboratory personnel using protocols consistent with local, state and federal regulations and in full compliance with AALAC guidelines at an AALAC-accredited facility. All procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Alnylam. All animals were acclimated in-house for 48 h prior to study start. Female C57BL/6 mice approximately 6–8 weeks of age were obtained from Charles River Laboratories and randomly assigned to each group. All animals were treated in accordance with IACUC protocols. Mice were dosed subcutaneously at 10 μl/g with siRNA duplex or phosphate buffered saline (PBS) control. GalNAc-siRNAs were diluted into PBS when making dosing solutions. All dosing solutions were stored at 4°C until 1 h before time of injection, when they were removed from storage and allowed to reach room temperature prior to injection. Animals were sacrificed at days indicated in the figures, after which livers were harvested and snap frozen for further analysis.

### Serum and plasma collection

Blood was collected utilizing the retro-orbital eye bleed procedure in accordance with IACUC approved protocols. For serum samples, blood was collected in Becton Dickinson serum separator tubes (Fisher Scientific, BD365967). Serum samples were kept at room temperature for 1 h and then spun in a micro-centrifuge at 21 000 × *g* at room temperature for 10 min. Serum was transferred to 96-well plates for storage at −80°C. For plasma samples, blood was collected in Becton Dickinson plasma (K_2_EDTA) separator tubes (Fisher Scientific, BD365974). Plasma samples were kept at 4°C for no >30 min before being spun in a micro-centrifuge at 10 000 × *g* at 4°C for 10 min. Plasma was transferred to 96-well plates for storage at −80°C.

### Quantification of circulating protein levels

TTR serum protein levels were measured by ELISA (serum was diluted 1:4000 and used in a mouse prealbumin kit, ALPCO, 41-PALMS-E01) following to the provided protocol. F12 plasma protein levels were measured by ELISA (plasma was diluted 1:20 000 and used in a mouse Factor 12 kit, Molecular Innovations, MFXIIKT-TOT) following to the provided protocol.

### *In vivo* gene expression evaluation

Powdered liver (∼10 mg) was resuspended in 500 μl QIAzol (RNeasy 96 Universal Tissue Kit, Qiagen, 74881) and a 5 mm steel grinding ball was added to each sample. Samples were homogenized at 25/s for 1 min at 4°C using a TissueLyser II (Qiagen, 85300). Samples were incubated at room temperature for 5 min followed by the addition of 100 μl chloroform. Samples were mixed by vigorously shaking the tubes, followed by a 10 min incubation at room temperature. Samples were spun at 12 000 × *g* for 15 min at 4°C and the supernatant was removed to a new tube and 1.5 volumes of 100% ethanol was added. Samples were then purified using a RNeasy 96 Universal Tissue Kit (Qiagen, 74881). Samples were eluted from RNeasy columns with 60 μl RNAse-free water (Ambion) and quantified on a Nanodrop (Thermo Fisher Scientific). About 1.5 μg of RNA was used to generate cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813). qPCR reactions were performed using gene specific TaqMan assays for each target (Mm00439249_m1 for *Hao1*) and mouse *Gapdh* as an endogenous control (Thermo Fisher, 4352339E). Real-Time PCR was performed in a Roche LightCycler 480 using LightCycler 480 Probes Master Mix (Roche, 04707494001). Data were analyzed using the ΔΔ*C*t method normalizing to control animals dosed with PBS alone.

### Quantification of total liver guide strand levels by RT-qPCR

Cohorts of mice were sacrificed on day 7 post-dose, and livers were snap frozen in liquid nitrogen and ground into powder for further analysis. Total liver guide strand levels were measured by stem-loop Taqman qPCR as previously described (35–37). RT-qPCR primers and probes used in this study are summarized in Supplementary Table S4.

### Mass identification of siRNA metabolites in mouse liver

Cohorts of mice were sacrificed on day 7 post-dose, and livers were snap frozen in liquid nitrogen and ground into powder for further analysis. Lyophilized mouse liver (50 mg) was thawed at RT to which 430 μl proteinase K digestion buffer (105 mM Tris-HCl, 17.5% Tween 20%, 1.26% Triton X-100, 50 mM CaCl_2_, 3 mM disodium EDTA, pH 8.0) was added. After briefly vortexing (20 s) and sonicating (10 min) at RT using a bath sonicator, 20 μl proteinase K (600 mAU/ml; Qiagen, Cat. 19133) was added and vortexed (5 s). After incubation for 3 hours at 50 degrees C, samples were centrifuged at 12.7 kRPM for 10 min and three aliquots of 100 μl supernatant was removed. To each fraction, 900 μl lysis loading buffer (Phenomenex, Cal. ALO-8579; adjusted to pH 5.5 with citric acid) with 0.5 ng/ml internal standard (12 nt fully modified 2′-O-methyl uridine oligonucleotide) was added. Solid phase extraction (SPE) was facilitated by an automated positive pressure manifold (Biotage, Extrahera) and Clarity OTX plates (Phenomenex, Cat. 8E-S103-EGA) per manufacturer’s recommendations. Briefly, the SPE plate was conditioned with 1 ml methanol and washed with 1.9 ml buffer (50 mM ammonium acetate, 2 mM sodium azide; pH 5.5). Samples were loaded (1 ml), washed 3× with 1.5 ml wash buffer (50 mM ammonium acetate in 50:40:10 H_2_O:MeCN:THF; pH 5.5) and eluted with 600 μl elution buffer (10 mM EDTA, 10 mM DTT, 100 mM ammonium bicarbonate, 50:40:10 H_2_O:MeCN:THF; pH 8.8). Solvent was evaporated to dryness using a nitrogen manifold (Biotage, Turbovap) at 40°C and 65 psi. Samples were reconstituted in 40 μl LC-MS grade water. Three replicate samples were combined and 30 μl was analyzed via high accuracy high resolution mass spectrometry (Thermo Scientific, QExactive) coupled to an Ultimate 3000 UPLC (Dionex). Chromatography was performed with a XBridge BEH XP C8 column (130 Å, 2.5 μm, 2.1 × 30 mm; Waters) at 80°C and a linear gradient of methanol (1–35%) in mobile phase A (16 mM triethylamine, 200 mM 1,1,1,3,3,3-hexafluoro-2-propanol in water). The mass spectrometer was equipped with a HESI II source and operated in negative ion full scan mode with a scan range of 500–2000 *m*/*z* at a resolution setting of 35 000. Spray voltage was 2.8 kV, auxiliary gas and capillary temperature were set to 300°C. Data analysis and signal deconvolution was performed using XCalibur software (Thermo Scientific) interfaced to Promass HR (Novatia LLC).

### Statistical analysis

Differences between group means relative to each other were evaluated for statistical significance using a one-way ANOVA in GraphPad Prism 8 and are indicated in each graph (n.s. = not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## RESULTS

### Evaluation of GNA and GNA/RNA mixed backbone crystal structures

All publications to date have reported that GNA homoduplexes exhibit Watson–Crick base pairing and that (*S*)-GNA/RNA heteroduplexes cross-pair in an antiparallel fashion within A:U-rich contexts (14,16,18). Despite these observations, we have previously shown that the incorporation of GNA-C or GNA-G into RNA or GalNAc-siRNA duplexes led to a greater thermal destabilization of the duplex compared to either GNA-A or GNA-T nucleotide incorporation (21). Further analysis of this *T*_M_ data indicated the statistical significance of those findings (Figure 1A). In crystal structures of self-complementary 8- and 12-mer RNA duplexes that contained a single (*S*)-GNA-T nucleotide, GNA-T and RNA-A were paired in a reverse Watson–Crick mode where the methyl group at C5 of the thymine nucleobase was directed into the minor groove (Figure 1B), providing a potential explanation of the unique melting behavior described above.

**Figure 1.**
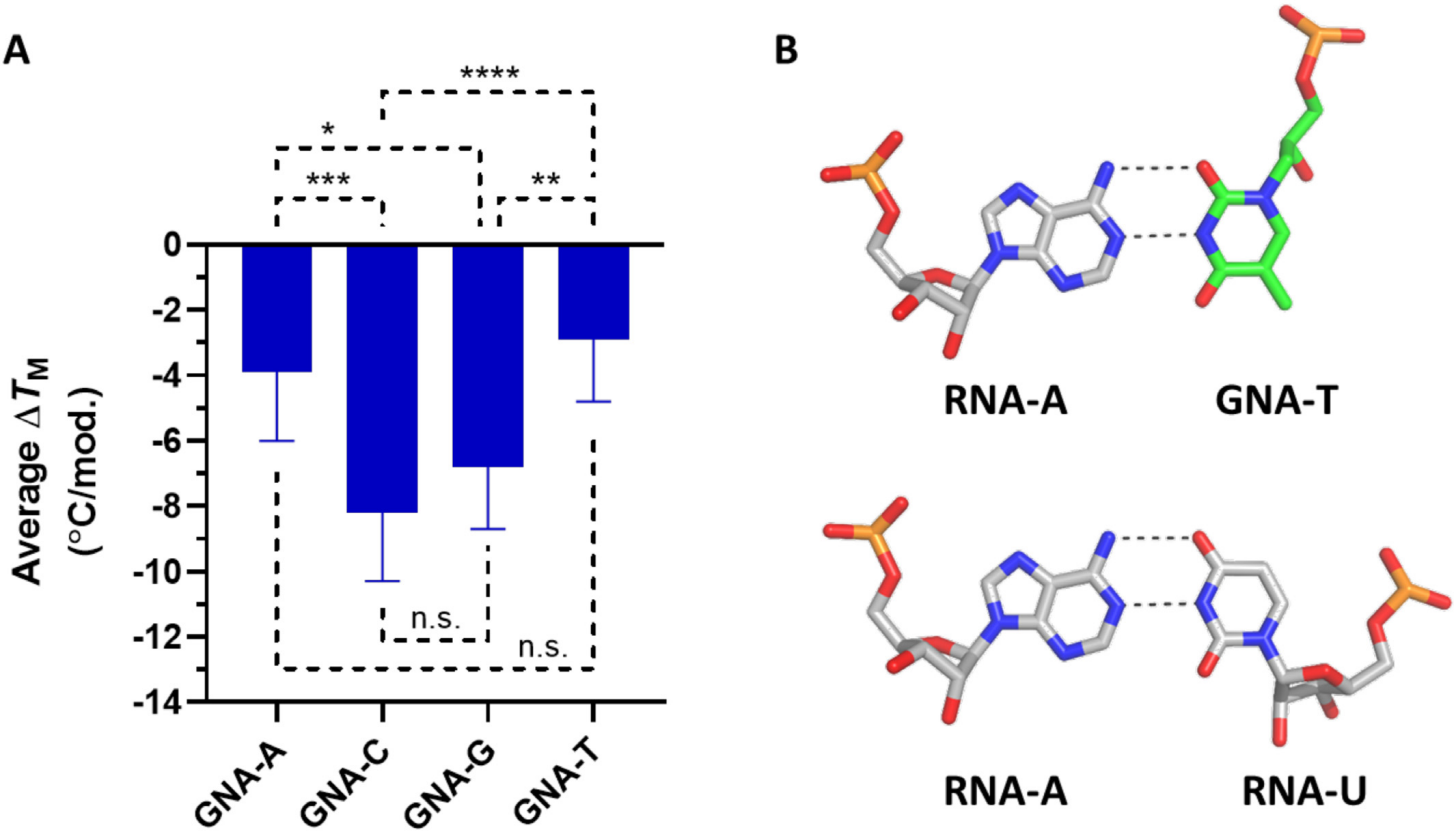
Reverse Watson–Crick base-pairing in GNA/RNA hetereoduplexes. (**A**) Average change in *T*_M_ after incorporation of a single GNA nucleotide in positions 3–19 in a GalNAc-siRNA conjugate (21). (**B**) Example of RNA-A:(*S*)-GNA-T (top) and RNA-A:RNA-U (bottom) base pairs demonstrating a rotated GNA nucleobase orientation in a reverse Watson–Crick base pair. Adapted from the structure 5V1L in the Protein Data Bank (21); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

To further understand the conformational behavior of GNA when incorporated in duplex RNA, and GNA pairing preferences in general, we revisited the structures of GNA homoduplexes (17,19–20). A comparison between hexameric A-form DNA (built using 3DNA program, 38) and (*S*)-GNA homoduplexes shows intriguingly similar, right-handed backbone curvatures, but a closer look reveals that the familiar major groove edges of G (O6 and N7) and C (N4) are directed into the minor groove in GNA (Figure 2A–C) (39). Similarly, the G (N2 and N3) and C (O2) minor groove edges are directed into the major groove in GNA. To our surprise, we realized that in over a decade of work directed at understanding the stability and pairing of this simplified nucleic acid system, the fact that GNA base-pairs were of the Watson–Crick type, but their orientation rotated 180° around the helical axis relative to the orientation in A- or B-form DNA and RNA had been overlooked. This rotation is distinct from that around the C1′-N1 (pyrimidines) or C1′-N9 (purines) glycosidic bond resulting in *syn* and *anti* nucleobase conformers in RNA or DNA. Rather, the structurally constrained backbone in GNA forces a change in the nucleobase orientation where the base is projected into the duplex from the side of the major instead of minor groove, resulting in the formation of reverse Watson–Crick pairs opposite RNA similar to what is observed in parallel duplexes of RNA or DNA. Not only are base pairs rotated between GNA and RNA or DNA, but GNA pairs are also shifted toward the minor groove (Figure 2D). This reorientation has important consequences. For one, the electrostatic surface potentials in the major and minor grooves of a GNA duplex will differ drastically from those in the corresponding grooves in RNA or DNA duplexes. Likewise, the arrangements of hydrogen bond donors and acceptors in GNA and RNA or DNA are very different (Figure 2B). Therefore, GNA constitutes a sort of hybrid between right-handed and left-handed DNA duplexes. Its backbone conformation resembles A-DNA, but the orientation of its base pairs resembles that in Z-DNA. In fact, the first reported CD spectra for (*S*)- and (*R*)-GNA homoduplexes offered telltale signs that GNA was not the simple pairing system it appeared to be (14). (*S*)-GNA duplexes show a broad negative CD peak with a minimum near 270 nm, almost the exact opposite of the broad positive bands in the CD spectra of A- and B-form DNA and A-RNA with maxima between 260 and 280 nm (40). The negative peak in the (*S*)-GNA spectra is quite similar to the negative peak characteristic of Z-DNA.

**Figure 2.**
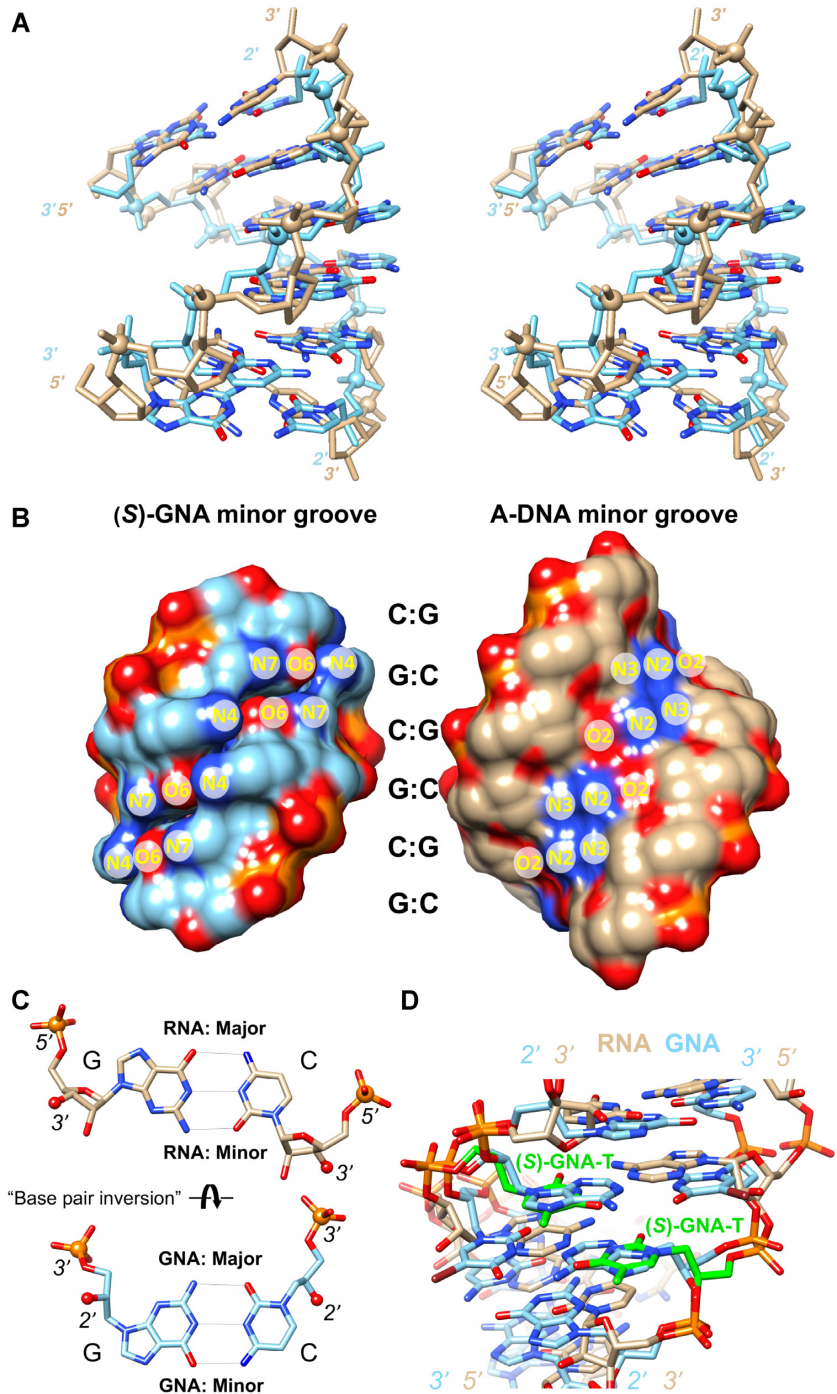
GNA displays an inverted base pair orientation relative to DNA and RNA. (**A**) Cross-eye stereo image of the (*S*)-GNA hexamer duplex (20) with sequence 3′-GCGCGC-2′ (light blue, PDB ID 2WNA) superimposed on the A-DNA model duplex with sequence 5′-GCGCGC-3′ (tan). Phosphorus atoms are highlighted as spheres and nucleobase oxygen and nitrogen atoms are colored in red and blue, respectively. The DNA duplex was built using the 3DNA program (38) and a 2.87 Å helical rise and a 33° twist. The overlay was done using phosphate groups and N1 (cytosine) and N9 (guanine) atoms, resulting in an r.m.s.d. of 2 Å. (**B**) The separated (*S*)-GNA and A-DNA duplexes from panel (A) in a surface rendering and viewed into the minor groove. Atom labels for guanine and cytosine H-bond donor and acceptor atoms indicate that base edges in the major and minor grooves are swapped in GNA relative to DNA and RNA. (**C**) Comparison between GNA and RNA G:C pairs that illustrates the rotation of base pairs around their long axis in the two systems, despite similar A-form backbone geometries and groove dimensions. RNA 5′-phosphorus and 3′-oxygen atoms as well as GNA 3′-phosphorus and 2′-oxygen atoms are drawn as spheres to highlight their similar relative orientations. (**D**) Overlay of the (*S*)-GNA octamer (19) duplex with sequence 3′-CTC-^Br^U-AGAG-2′ (PDB ID 2XC6) and the RNA duplex (21) of the sequence 5′-CGAA**T**UCG-3′ with (*S*)-GNA-T (green carbon atoms) modification (PDB ID 5V2H). The view is into the minor groove and illustrates that the GNA thymidine retains its base-rotated orientation opposite RNA adenosine.

To expand upon our previous structural work on the behavior of pyrimidine GNA nucleotides ((*S*)-GNA-T) in RNA duplexes, we determined the crystal structure of 5′-CGCG**A**A-^Br^U-UAGCG-3′ (**A**= (*S*)-GNA-A; ^Br^U = 5-bromo-Uridine) at a resolution of 1.78 Å (Supplementary Table S2). This sequence was chosen since it has previously provided high quality structures (RNA with or without modified nucleotides) and resulted in the highest quality diffracting crystals of an RNA duplex containing GNA-A (21,41,42). The modified dodecamer crystallizes in space group *P*3_2_ with two independent duplexes per crystallographic asymmetric unit along with 156 water molecules. All four GNA-A residues pair with uridine in the reverse Watson–Crick mode. As shown in Figure 3, the adenine nucleobases of GNA project their N6 and N7 atoms into the minor groove and form two H-bonds with uridine: [gA]N6-H^…^O2[rU] and [gA]N1^…^H-N3[rU]. The structure confirms that GNA does not alter its hallmark inverted base orientation inside RNA and appears unable to adapt to the standard Watson–Crick pairing mode, thereby precluding the formation of three H-bonds in mixed GNA/RNA G:C pairs. Crystal structure determination of RNA duplexes containing GNA-C or GNA-G have so far been unsuccessful.

**Figure 3.**
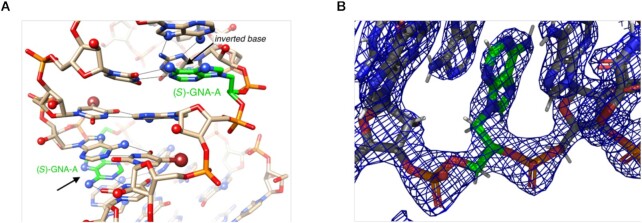
The RNA dodecamer duplex with single (*S*)-GNA-A residues (carbon atoms colored in green) viewed into the central minor groove. (**A**) The inverted orientation of GNA residues is indicated with arrows and all adenine N6 and N7 (blue), 2′-hydroxyl oxygen (red), and bromine atoms (brown) are highlighted in ball-and-stick mode. H-bonds are drawn with thin lines. (B) F_obs_ – F_calc_ electron density of the (*S*)-GNA-A residue demonstrating the unambiguous orientation of the nucleobase.

### Synthesis of (*S*)-GNA-isocytidine and (*S*)-GNA-isoguanosine phosphoramidites

With accumulating structural evidence suggesting that both purine and pyrimidine nucleotides of GNA adopt a rotated nucleobase orientation in all oligonucleotide duplexes, we were interested in evaluating the isocytidine and isoguanosine nucleotides (22,23) of GNA alongside their native counterparts. Should rotation of the nucleobase be a common feature of all four nucleobases (A, C, G and T), one would expect an improved pairing ability of GNA-isoC and GNA-isoG nucleotides in a reverse Watson–Crick pairing mode relative to GNA-C and GNA-G, respectively (Figure 4).

**Figure 4.**
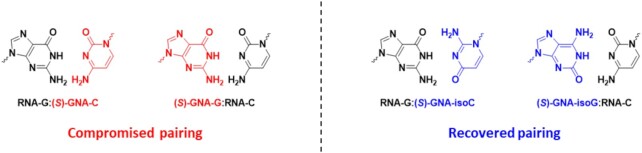
Proposed pairing modes of (*S*)-GNA-C, -G, -isoC and -isoG with complementary nucleotides in duplex RNA. The rotation of the GNA nucleobase orientation, if common to all four nucleotides, would allow full pairing of GNA isonucleotides in a reverse Watson–Crick pairing mode as shown on the right.

To probe this structural observation more directly, we synthesized the phosphoramidite building blocks ***i*C** and ***i*G** for incorporation of (*S*)-GNA-isocytidine and (*S*)-GNA-isoguanosine into oligonucleotides, respectively. Commercially available isocytosine (**1**) was first used in the regio- and stereospecific ring-opening of (*S*)-glycidyl 4,4′-dimethoxytrityl ether **2** in DMF to afford compound **3** in 43% yield (Scheme 1). The *N*^2^-dimethylformamidine protecting group was subsequently introduced by heating a mixture of compound **3** and *N*,*N*-dimethylformamide dimethylacetal in methanol to afford compound **4** in 96% yield. Conversion of **4** to the desired phosphoramidite ***i*C** was accomplished using 2-cyanoethyl *N*,*N*-diisopropylchlorophosphoramidite (**5**) in dichloromethane and was isolated in 32% yield. Overall, phosphoramidite ***i*C** was isolated in 13% yield over three steps.

**Scheme 1.**
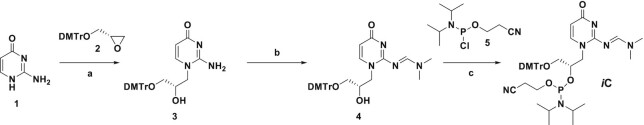
Synthesis of (*S*)-GNA-isocytidine phosphoramidite ***i*C**. (**a**) NaH, DMF, 43%; (**b**) DMF-DMA, MeOH, 96%; (**c**) DIPEA, CH_2_Cl_2_, 32%. DMF-DMA = *N*,*N*-dimethylformamide dimethylacetal; DIPEA = *N*,*N*-diisopropylethylamine.

For the synthesis of the (*S*)-GNA-isoguanosine phosphoramidite ***i*G**, 2,6-diaminopurine (**6**) was utilized for the ring-opening of compound **2** in DMF to afford compound **7** in 61% yield (Scheme 2). Removal of the DMTr-protecting group was accomplished with 80% aqueous acetic acid to afford compound **8** in 84% yield. Subsequent regiospecific conversion of the *N*^2^-amine to oxygen through the diazonium salt was accomplished using NaNO_2_ in acetic acid to afford compound **9** in 96% yield (43). The *N*^6^-amine was protected using *N*,*N*-dimethylformamide dimethylacetal in methanol to afford compound **10** in 97% yield. Further protection of the *O*^2^-oxygen using diphenylcarbamoyl chloride in pyridine provided compound **11** in 45% yield and subsequent regiospecific installation of the DMTr-protecting group on the primary 3′-OH in pyridine afforded compound **12** in 55% yield. Finally, conversion of **12** to the desired phosphoramidite ***i*G** using 2-cyanoethyl *N*,*N*-diisopropylchlorophosphoramidite in CH_2_Cl_2_ was accomplished in 80% yield for an overall yield of 9% in seven steps.

**Scheme 2.**
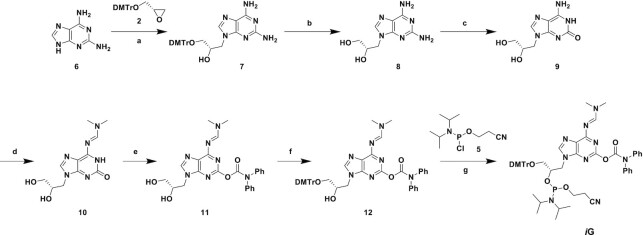
Synthesis of (*S*)-GNA-isoguanosine phosphoramidite ***i*G**. (**a**) NaH, DMF, 61%; (**b**) 80% aq. AcOH, 84%; (**c**) NaNO_2_, AcOH, H_2_O, 96%; (**d**) DMF-DMA, MeOH, 97%; (e) DPC-Cl, DIPEA, pyridine, 45%; (**f**) DMTr-Cl, pyridine, 55%; (**g**) DIPEA, MeIm, CH_2_Cl_2_, 80%. DMF-DMA = *N*,*N*-dimethylformamide dimethylacetal, DPC-Cl = diphenylcarbamoyl chloride, DMTr-Cl = 4,4′-dimethoxytrityl chloride, MeIm = 1-methylimidazole.

### Impact of GNA isonucleotide incorporation on duplex thermal stability

The phosphoramidites ***i*C** and ***i*G** were used to incorporate a single (*S*)-GNA-isocytidine or (*S*)-GNA-isoguanosine nucleotide, respectively, into both native RNA and GalNAc-siRNA conjugate duplexes (Supplementary Tables S1 and S3). The melting temperature (*T*_M_) of duplexes containing these novel nucleotides was assessed using temperature-dependent UV spectroscopy. The incorporation of a single GNA-C destabilized the 12-mer RNA duplex by 17.2°C relative to the unmodified parent (Figure 5A). As previously reported, switching the complementary RNA-G nucleotide to RNA-isoG improved the pairing behavior and resulted in a significant lower destabilization of only 11.5°C (21). In this study, a comparable increase in stability relative to GNA-C was also observed when GNA-isoC was paired with RNA-G and a *T*_M_ that was lowered by only 12.6°C compared to the unmodified RNA duplex. The same RNA duplex featuring GNA-isoG paired with RNA-C showed a similar trend in which the measured destabilization of 6.2°C was reduced relative to the 13.0°C decrease in *T*_M_ observed with GNA-G:RNA-C, and even less than the 10.5°C destabilization for the GNA-G:RNA-isoC pair (Figure 5A).

**Figure 5.**
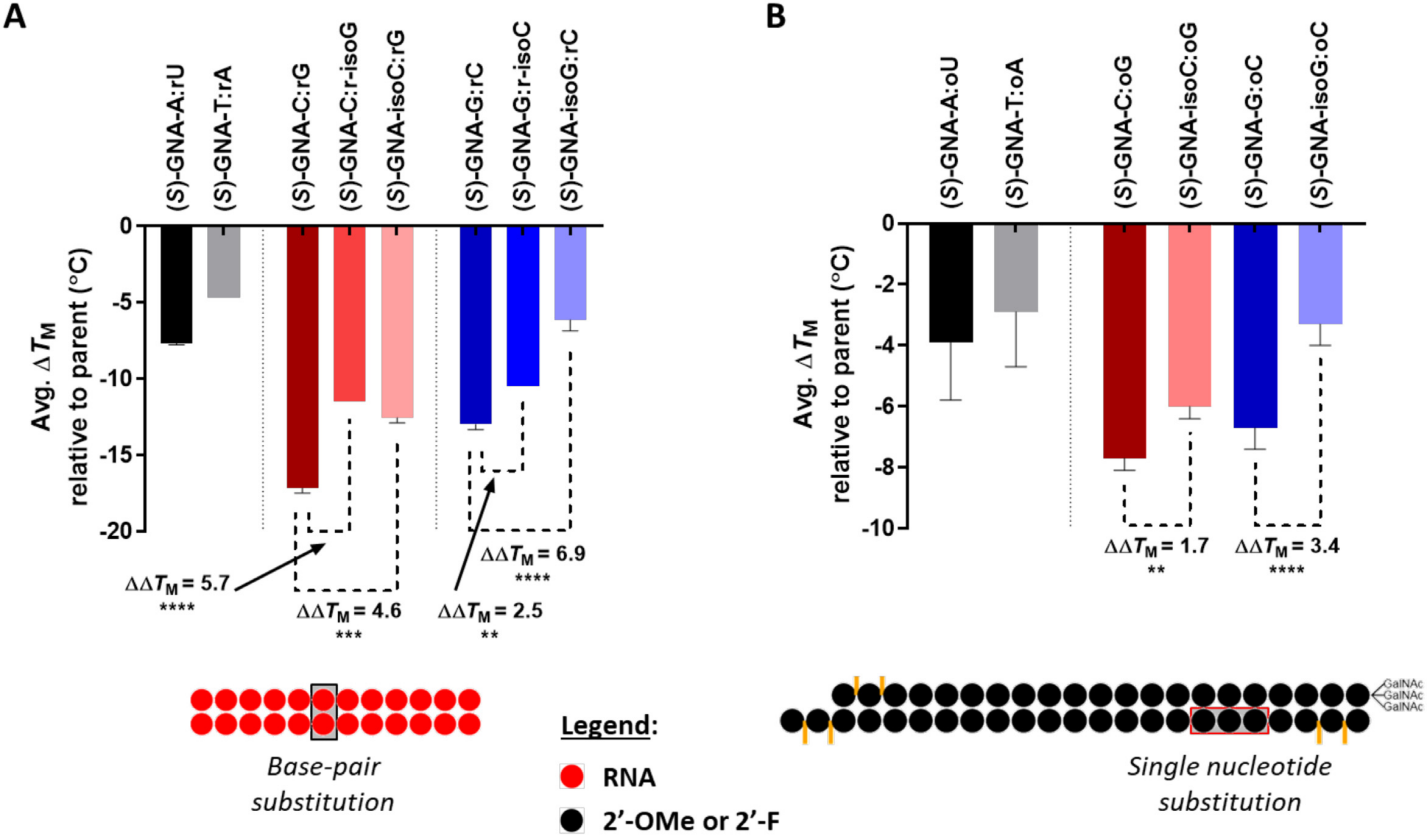
Impact of GNA nucleotide incorporation on duplex stability. (**A**) For the 12-mer RNA duplexes, the site of the modified base-pair is indicated by the black box (see Supplementary Table S1). Measurements were performed in 1× PBS at a duplex concentration of 2 μM and each data point is the average of two separate measurements relative to the unmodified parent. (**B**) The conjugate GalNAc-siRNA duplexes were modified with a single GNA nucleotide, and the site of incorporation is highlighted by the red box (g5, g6 or g7; see Supplementary Table S3). Measurements were performed on the fully modified GalNAc-siRNA duplexes (**D1**–**D28**) at a concentration of 1 μM in 0.1× PBS, and the data are represented as the average result across five different sequences relative to the parent GalNAc-siRNA not modified with GNA; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

We next evaluated the pairing ability of GNA-isoC and GNA-isoG with 2′-*O*-methyl (2′-OMe) nucleotides when incorporated into the seed region of the guide strand in several GalNAc-siRNA conjugates. The position of the modification ranged from g5-g7 depending on the sequence context (Supplementary Table S3). The substitution of GNA-C resulted in an average destabilization of 7.7°C across five sequences relative to the fully modified parent GalNAc-siRNA conjugate containing 2′-deoxy-2′-fluoro (2′-F) and 2′-OMe nucleotides (Figure 5B). In line with the results in the unmodified duplex RNA, GalNAc-siRNAs incorporating GNA-isoC had a measured *T*_M_ that was on average 6.0°C lower that the parent, representing an average increase in stability of 1.7°C compared to GNA-C. GalNAc-siRNAs containing a single GNA-G were destabilized by an average of 6.7°C across five sequences compared to their respective parent siRNA, whereas switching to GNA-isoG resulted in a significantly reduced *T*_M_ loss of 3.3°C, representing a stabilization of 3.4°C relative to GNA-G (Figure 5B).

### Impact of GNA isonucleotides on GalNAc-siRNA *in vitro* activity

A subset of GalNAc-siRNAs used for *T*_M_ determination (Table 1) was used to evaluate the effect of GNA-isoC or GNA-isoG incorporation on free uptake *in vitro* silencing activity in primary mouse hepatocytes (PMH). Incorporation of GNA-C at g5 in **D2** targeting *Hao1* led to a decrease in on-target silencing relative to the parent **D1** at all three doses tested (Figure 6A). On the other hand, substitution of g5 with GNA-isoC in **D3** demonstrated silencing activity like the parent, albeit it with a slightly reduced activity at the lowest dose tested of 1 nM. We next evaluated GNA-isoG in comparison to GNA-G in an siRNA sequence targeting *Ttr*. Substitution of g6 with GNA-G in **D5** led to a similar level of *in vitro* activity relative to the parent **D4** at all doses tested (Figure 6B). Evaluation of the siRNA **D6** containing GNA-isoG demonstrated activity similar to the GNA-G modified **D5** but increased activity relative to the parent **D4**.

**Table 1.** GalNAc-siRNAs evaluated in mice.

siRNA Duplex	Target mRNA	Passenger (5′-3′) Guide (3′-5′)	*T*_M_ (°C)	Δ*T*_M_ (°C)	ΔΔ*T*_M_ (°C)
**D1**	*Hao1*	g•a•augu*G*aa*AG*ucaucgacaaL g•u•cuuac*A*c*U*uuca*GU*a*G*cug•*U*•u	66.5 ± 0.0	-	-
**D2**	*Hao1*	g•a•augu*G*aa*AG*ucaucgacaaL g•u•cuuac*A*c*U*uuca*GU*a*G***C**ug•*U*•u	58.6 ± 0.0	-7.9	-
**D3**	*Hao1*	g•a•augu*G*aa*AG*ucaucgacaaL g•u•cuuac*A*c*U*uuca*GU*a*Gi***C**ug•*U*•u	61.1 ± 0.0	-5.4	+2.5
**D4**	*Ttr*	a•a•cagu*G*u*UCU*ugcucuauaaL u•u•uuguc*A*c*A*agaacga*G*aua•*U*•u	66.0 ± 0.0	-	-
**D5**	*Ttr*	a•a•cagu*G*u*UCU*ugcucuauaaL u•u•uuguc*A*c*A*agaacga**G**aua•*U*•u	59.0 ± 0.0	-7.0	-
**D6**	*Ttr*	a•a•cagu*G*u*UCU*ugcucuauaaL u•u•uuguc*A*c*A*agaacga*i***G**aua•*U*•u	62.3 ± 0.0	-3.7	+3.3
**D7**	*F12*	u•g•cuuu*G*a*GCC*ucagcuucuaL u•c•acgaa*A*c*U*cggagucgaag•*A*•u	79.3 ± 0.4	-	-
**D8**	*F12*	u•g•cuuu*G*a*GCC*ucagcuucuaL u•c•acgaa*A*c*U*cggagu**C**gaag•*A*•u	71.3 ± 0.4	-8.0	-
**D9**	*F12*	u•g•cuuu*G*a*GCC*ucagcuucuaL u•c•acgaa*A*c*U*cggagu*i***C**gaag•*A*•u	73.3 ± 0.4	-6.0	+2.0
**D10**	*Ttr*	u•u•cuug*C*u*CUA*uaaaccguguL a•c•aagaa*C*g*A*gauauuuggca•*C*•a	70.0 ± 0.7	-	-
**D11**	*Ttr*	u•u•cuug*C*u*CUA*uaaaccguguL a•c•aagaa*C*g*A*gauauuug**G**ca•*C*•a	64.0 ± 0.7	-6.0	-
**D12**	*Ttr*	u•u•cuug*C*u*CUA*uaaaccguguL a•c•aagaa*C*g*A*gauauuug*i***G**ca•*C*•a	67.3 ± 0.4	-2.7	+3.3

Italicized uppercase, lower case and uppercase bold underlined letters represent 2′-F, 2′-OMe, and (*S*)-GNA modifications, respectively to adenosine, cytosine, guanosine and uridine. ‘L’ represents the tri-N-acetylgalactosamine ligand. Phosphorothioate linkages are indicated by the ‘•’ symbol. All *T*_M_ values are the average of two independent measurements of the fully modified siRNA duplex at a concentration of 1 μM in 0.1× PBS.

**Figure 6.**
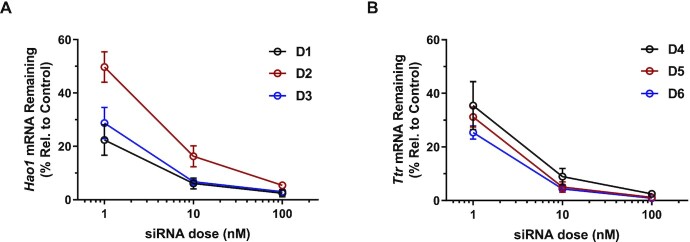
Free uptake silencing of parent and GNA-modified GalNAc-siRNAs (**A**) **D1**-**D3** targeting the mRNA of *Hao1* or (**B**) **D4**-**D6** targeting the mRNA of *Ttr* in primary mouse hepatocytes.

To evaluate the ability of GNA isonucleotide substitution to mitigate miRNA-like off-target repression, we utilized RNA sequencing to assess global transcriptional dysregulation after transfection of **D1**-**D6** at a dose of 0.1, 1, 10 or 50 nM in PMH. 

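RNA sequencing was performed on primary mouse hepatocytes (PMH), liver cells taken into culture directly from the animal, 24 h after transfection. Each of the 6 siRNAs was given at 4 doses with 4 libraries per dose, and 8 libraries came from mock-transfected cells. D1 (parent), D2 (GNA-C at guide position 5) and D3 (GNA-isoC at guide position 5) share the guide sequence UUGUCGAUGACUUUCACAUUCUG against Hao1. D4 (parent), D5 (GNA-G at guide position 6) and D6 (GNA-isoG at guide position 6) share the guide sequence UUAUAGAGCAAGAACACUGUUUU against Ttr. In GRCm39, the Hao1 site lies on the minus strand of chromosome 2 from 134340220 to 134340242, in coding sequence in exon 8 of the Hao1 (ENSMUSG00000027261) transcript ENSMUST00000028704.4, within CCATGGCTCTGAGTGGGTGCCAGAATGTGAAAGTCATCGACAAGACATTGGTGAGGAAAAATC. The Ttr site lies on the plus strand of chromosome 18 from 20806853 to 20806875, in the 3′-UTR of the Ttr (ENSMUSG00000061808) transcript ENSMUST00000075312.6, though in coding sequence of another annotated transcript, within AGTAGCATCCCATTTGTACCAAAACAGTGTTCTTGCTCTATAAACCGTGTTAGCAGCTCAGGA.
The authors removed reads of low mean quality and reads left too short, aligned the rest to GRCm39 with STAR and counted uniquely aligned reads per gene with featureCounts, with a minimum mapping quality. They deposited these counts without normalization, as 2 sequencing runs per library, together with DESeq2 tables of each siRNA and dose against mock. The runs of a library differed by no more than sampling noise (chi-square per degree of freedom from 0.992 to 1.07), so their counts were summed. A library then held between 3409963 and 6160626 counts on 55416 genes. The median was 4927571 counts in the mock group (range 3409963 to 5308584). At 0.1, 1, 10 and 50 nM the median was 4839080, 4802138, 5096331 and 4226825 counts for D1, 4945003, 4904640, 5012883 and 4926783 for D2, and 5163790, 5142382, 4930859 and 4986579 for D3. For the Ttr siRNAs it was 5217002, 4876879, 5332585 and 5109039 counts for D4, 5170403, 4882413, 4895313 and 4302729 for D5, and 5065588, 4904727, 4920029 and 5185297 for D6. No library pair of a group was identical, and the 172 pairs of replicates differed by more than sampling noise (chi-square per degree of freedom of at least 1.69).
Each siRNA and dose was compared with mock by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes kept by edgeR's filter on low counts. For the CDF shift, a seed score was computed in each library. It is the mean log2 CPM, the library-size-normalized count (prior count 2), of protein-coding genes whose strongest 3′-UTR match to guide positions 2 to 8 is of a given type, minus the mean over background genes with none of the 3 types. The CDF shift is the mean score of the 4 treated libraries minus that of the 8 mock libraries, so that the library and not the gene is the replicate, and it was tested by exact permutation of the libraries, two-sided, over all splits of the 12 libraries into 4 and 8. The smallest p-value this allows is 0.00404, and values were adjusted over the 72 comparisons of siRNA, dose and match type. Genes had a mean of at least 1 CPM, the longest annotated 3′-UTR of the gene was searched, and Hao1 and Ttr were left out. This left 42 mer8, 162 mer7m8, 112 mer7A1 and 10756 background genes for the Hao1 siRNAs, and 346, 735, 1148 and 8843 genes for the Ttr siRNAs, in the same order. Standard errors of the mer8 CDF shifts lay between 0.020 and 0.037 for D1 to D3 and between 0.0089 and 0.031 for D4 to D6. The paper's text does not define how the magnitude of a CDF shift was calculated.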

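The targeted mRNAs followed the labels of the libraries. Hao1 was at 5.08 ± 0.17 log2 CPM in mock (SD, n = 8) and Ttr at 9.36 ± 0.13 (SD, n = 8). Every library of D1, D2 and D3 lay below all 8 mock libraries for Hao1 at each dose, and every library of D4, D5 and D6 lay below them for Ttr. The log2 fold change of Hao1 against mock at 0.1, 1, 10 and 50 nM was −1.45, −3.62, −3.97 and −3.97 for D1, −1.28, −4.03, −4.60 and −4.25 for D2, and −2.29, −4.04, −5.32 and −5.39 for D3, with standard errors between 0.11 and 0.24 and an adjusted p of at most 1.54e-09 from edgeR's quasi-likelihood test. For Ttr it was −7.33, −7.90, −8.76 and −9.04 with D4 and −7.36, −8.68, −8.95 and −9.08 with D6, with standard errors between 0.12 and 0.18 and an adjusted p of at most 8.01e-12. With D5 the log2 fold change of Ttr was −5.13 (standard error 0.68) at 0.1 nM and −8.46, −7.91 and −9.30 at 1, 10 and 50 nM. The value at 0.1 nM rests on 1 library: replicate 2 held 335 Ttr counts against 6 to 17 in the other 3, the adjusted p was 0.128, and without replicate 2 the log2 fold change was −8.12. At 10 and 50 nM the silenced gene was left with 2 to 22 counts per library, so differences between siRNAs at these doses rest on few reads. Fitted here with DESeq2 and betaPrior for each pair of groups, all 24 values were nearer 0 (on-target log2 fold change, D5 0.1 nM, −0.07; on-target log2 fold change, D1 10 nM, −2.89), while the authors' deposited tables hold −5.03 and −3.98 for these comparisons.

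**Figure D1:**
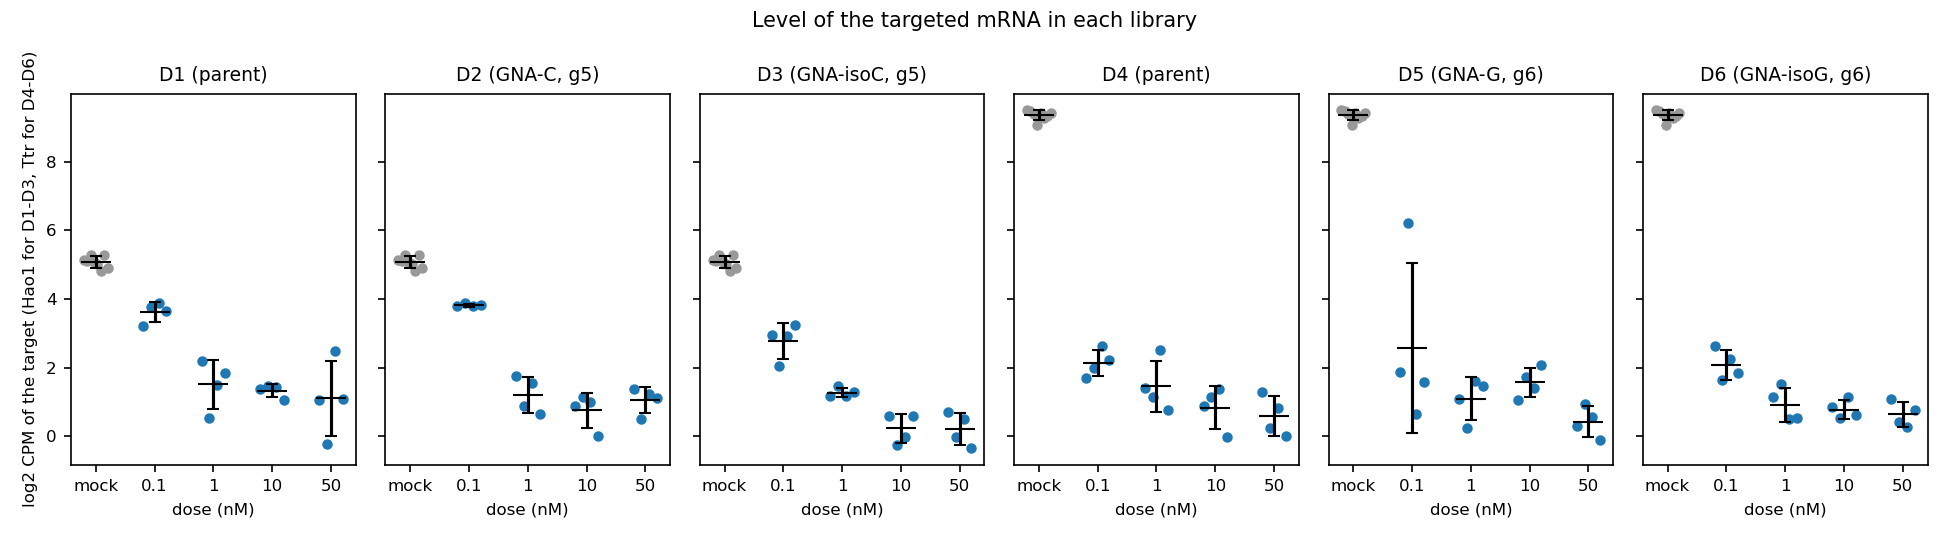
Level of the targeted mRNA in each library, in log2 CPM, for Hao1 (D1 to D3) and Ttr (D4 to D6). Gray points are the 8 mock libraries and blue points the 4 libraries at each dose in nM, with horizontal lines at the mean and bars of 1 SD. The libraries of each siRNA lie below all mock libraries at each dose, and 1 library of D5 at 0.1 nM lies at 6.21 log2 CPM, above the other 3.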

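For D1 at 10 nM, the CDF shift was −0.31 for mer8 genes (seed score −0.42 ± 0.03, SD, n = 4, against −0.10 ± 0.05 in mock, SD, n = 8), −0.23 for mer7m8 genes and −0.09 for mer7A1 genes. For D4 at 10 nM, it was −0.27 for mer8 genes (seed score −0.19 ± 0.06, SD, n = 4, against 0.09 ± 0.02 in mock, SD, n = 8), −0.15 for mer7m8 genes and −0.11 for mer7A1 genes. All 4 libraries of each siRNA lay below all 8 mock libraries for each of the 3 match types (exact permutation test, two-sided, p = 0.00404, adjusted p = 0.013 in each case). Computed as a difference of medians in place of means, the mer8 shift of D1 moved to −0.19, and with the 3′-UTR of the canonical transcript, an alternative chosen after the data were seen, that of D4 moved to −0.34. Among all 7-mers with at least 20 genes, the one complementary to guide positions 2 to 8 had the lowest mean log2 fold change for D1 (ATCGACA, 204 genes, −0.24) and ranked 3 from the lowest of 16379 for D4 (CTCTATA, 1081 genes, −0.16).
The 5 mer8 genes with the largest decrease, among those with an adjusted p under 0.05 and all 4 libraries below all 8 mock libraries, were Tfap2a, Rnf115, Camk2n1, Spata6 and Cog2 for D1 at 10 nM. Rnf115 (ENSMUSG00000028098, chromosome 3, 96634848 to 96699332) carries the match at position 194 of its 3′-UTR, within GTGGAATTGTATCGACAACCAAATGCCT. It fell from 6.81 ± 0.11 log2 CPM in mock (SD, n = 8) to 5.28 ± 0.18 (SD, n = 4), a log2 fold change of −1.54 (standard error 0.08, adjusted p = 9.04e-16 from edgeR's quasi-likelihood test). Tfap2a, which is lowly expressed at 1.28 log2 CPM in mock, had a log2 fold change of −2.54, and the other 3 genes lay between −1.48 and −1.11. For D4 at 10 nM the 5 genes were Hsd17b6, Uhmk1, Rnft1, Ifi204 and Bcl2l2. Uhmk1 (ENSMUSG00000026667, chromosome 1, 170020989 to 170042989) carries the match at position 861 of its 3′-UTR, within AGCTAACACACTCTATAACCATTTCTTC, and fell from 8.12 ± 0.06 log2 CPM in mock (SD, n = 8) to 6.05 ± 0.31 (SD, n = 4), a log2 fold change of −2.06 (standard error 0.09, adjusted p = 1.01e-16 from the same edgeR test). The other 4 genes lay between −2.06 and −1.56. Ifi204 belongs to a family of similar genes among which the counting of reads could be uncertain. With D2 and D3 at 10 nM, Rnf115 changed by −0.23 (adjusted p = 0.0485 from the same edgeR test) and −0.58 (adjusted p = 9.86e-08). The other D1 genes changed by −0.41 to 0.09 with D2. With D3 they changed by −0.37 to −0.16, without Tfap2a, which was not tested there. The level of Tfap2a with D3 at 10 nM was −0.08 ± 0.73 log2 CPM (SD, n = 4), against 1.28 ± 0.28 in mock (SD, n = 8). Tfap2a was thus lower with D3 too, by more than the other D1 genes, though from few reads. With D5 at 10 nM, Bcl2l2 changed by −0.46 (adjusted p = 3.45e-05 from the edgeR test), Uhmk1 by −0.01 (adjusted p = 0.92) and the other 3 D4 genes by −0.11 to 0.34. With D6 all 5 were lower, by −2.09 to −0.90.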

As shown in Figure 7A, parent **D1** or **D4** dosed at 10 nM in PMH led to a statistically significant downregulation in the cumulative expression of mRNA transcripts containing three different types of seed-matches (44) relative to background genes lacking those seed-matches (CDF shift). A similar pattern could be observed in plots of the log_2_-fold change of transcripts relative to a mock control (MA plots, Supplementary Figures S3 and S5). 

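Against mock, 36, 71, 2156 and 2914 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test) for D1 at 0.1, 1, 10 and 50 nM, of which 35, 49, 1201 and 1597 were lower. For D4 the numbers were 1, 233, 3019 and 3921, of which 1, 122, 1631 and 2030 were lower. Between 11233 and 11352 genes were tested in each of these comparisons. The gene called for D4 at 0.1 nM was Ttr. Of the 36 genes called for D1 at 0.1 nM, 8 belong to a list of 22 interferon-response genes, and all 8 were lower. With the libraries of all groups in one fit, 1 gene was called for D1 at 0.1 nM. In the authors' deposited tables, 1, 47, 2473 and 2946 genes had an adjusted p under 0.05 for D1 and 0, 213, 3454 and 3815 for D4. These tables give no adjusted p for Ttr with D4, D5 or D6 at any dose, nor for Hao1 with D3 at 1 nM, so the silenced target is left out of their counts there. At 10 nM, 2072 genes for D1 and 2934 for D4 were called both here and in the authors' deposited table. Of the genes called lower for D1 at 10 nM, 7.34% carried one of the 3 seed matches in the 3′-UTR, against 2.83% of the genes tested with a 3′-UTR, and at 50 nM 6.59% against 2.84%. For D4 this share was 36.1% against 20.2% at 10 nM and 31.9% against 20.3% at 50 nM. Gapdh, the reference gene of the paper's PCR assays, had log2 fold changes between −0.17 and 0.06 over the 24 comparisons with mock, and F12 between 0.0010 and 0.31.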

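The mer8 CDF shift of D1 was 0.0093 at 0.1 nM (exact permutation test, two-sided, p = 0.74), −0.14 at 1 nM and −0.30 at 50 nM. All 4 libraries lay below all 8 mock libraries at 1 and at 50 nM (adjusted p = 0.013 from the exact permutation test). For D4 it was 0.0053 at 0.1 nM (exact permutation test, p = 0.69), −0.06 at 1 nM and −0.26 at 50 nM, again with all 4 libraries below all mock libraries at 1 and 50 nM (adjusted p = 0.013 from the exact permutation test). Between 10 and 50 nM neither siRNA showed a further decrease. Over the 16 libraries of D1, the mer8 score and the log2 CPM of Hao1 were correlated with Pearson's r = 0.76 (permutation test with 100000 resamples, two-sided, p = 0.00068, adjusted over the 6 siRNAs 0.0041) and Spearman's rho = 0.66 (p = 0.0061, adjusted 0.0091). Without the 2 libraries farthest from the median Hao1 level, r was 0.65 (permutation p = 0.016, adjusted 0.033) and rho 0.51 (p = 0.066, adjusted 0.098). For D4 and Ttr, r was 0.67 (permutation p = 0.0053, adjusted 0.0080) and rho 0.72 (p = 0.0027, adjusted 0.0080), and without the 2 farthest libraries r was 0.63 (permutation p = 0.016, adjusted 0.033) and rho 0.73 (p = 0.0042, adjusted 0.013). With the mean of each dose subtracted, r was 0.11 for D1 (permutation p = 0.79) and −0.16 for D4 (p = 0.70). The correlations over 16 libraries thus include the differences between doses, and no relation was seen among replicates of 1 dose. Such a relation stays open, because 4 libraries per dose and few counts of a silenced target leave it imprecise.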

There was a strong correlation between the magnitude of the CDF shift and the on-target activity; the level of transcriptional dysregulation increased as the on-target activity increased for **D1** and **D4** (Figures 7B, Supplementary Figures S4 and S6, Supplementary Table S5). Transfection with the GNA-containing **D2** or **D5** did not lead to significant transcriptional dysregulation at any of the doses tested. 

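The mer8 CDF shift of D2 was 0.03, −0.0088, 0.0072 and −0.03 at 0.1, 1, 10 and 50 nM, with a p of at least 0.29 at each dose (exact permutation test, two-sided). That of D5 was 0.0025, −0.01, −0.04 and −0.03. At 10 nM all 4 D5 libraries lay below all 8 mock libraries for mer8 genes and for mer7A1 genes (CDF shift −0.04 for both, adjusted p = 0.013 from the exact permutation test), and at 50 nM 3 of 4 did for mer8 genes (adjusted p = 0.060). Under 2 of the alternatives, the difference of medians and a mean of at least 0.1 CPM, the adjusted p of the D5 mer8 shift at 10 nM was 0.051 and 0.086. Set directly against the parent, the mer8 score of D1 was lower than that of D2 by −0.13 at 1 nM, −0.32 at 10 nM and −0.27 at 50 nM, and that of D4 lower than that of D5 by −0.23 at 10 nM and −0.23 at 50 nM. In each of these 5 comparisons all 4 libraries of the parent lay below all 4 of the GNA-modified siRNA (exact permutation test, two-sided, p = 0.029, the smallest p that 4 against 4 allows, adjusted over 24 comparisons 0.049). That adjusted value is reached only because 14 of the 24 comparisons are at the smallest p. With edgeR's quasi-likelihood test, 1, 1, 255 and 681 genes had an adjusted p under 0.05 for D2 and 0, 5, 916 and 733 for D5 at the 4 doses, where the authors' deposited tables hold 1, 1, 228 and 710 for D2 and 0, 3, 908 and 809 for D5. For D5 at 0.1 nM, 1012 of 11307 genes had an unadjusted p under 0.05. Of the genes called lower at 10 nM, 4.13% carried a seed match for D2 (5 of 121) and 27.5% for D5 (106 of 386), and at 50 nM 2.47% (8 of 324) and 19.6% (41 of 209). Among the genes tested the share was 2.84% for D2 and 20.3% for D5 at both doses.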

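For D2, the mer8 score and the log2 CPM of Hao1 over 16 libraries gave r = 0.39 (permutation test, two-sided, p = 0.13) and rho = 0.30 (p = 0.25). For D5 and Ttr, r was 0.55 (permutation p = 0.030, adjusted over the 6 siRNAs 0.036) and rho 0.34 (p = 0.19, adjusted 0.23). The relation for D5 rests on the libraries farthest from the median Ttr level, among them replicate 2 at 0.1 nM: without the 2 farthest, r was 0.26 (permutation p = 0.37) and rho 0.20 (p = 0.50). With the mean of each dose subtracted, r was −0.13 for D2 (permutation p = 0.80) and 0.55 for D5 (p = 0.045, adjusted 0.27).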

In stark contrast to the parent siRNAs, the correlation between on-target activity and CDF shift was absent with **D2** and **D5**, demonstrating a strong reduction in the repression of off-targets with GNA-C and -G substitution. 

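For D3, the mer8 CDF shift was 0.03, 0.04, −0.04 and −0.06 at 0.1, 1, 10 and 50 nM. At 50 nM all 4 libraries lay below the mock mean and 1 below all mock libraries (exact permutation test, two-sided, p = 0.016, adjusted p = 0.043), and at the other 3 doses p was at least 0.15. The shift at 50 nM was −0.0046 as a difference of medians (exact permutation p = 0.85). With 1 library left out at a time, its adjusted p was above 0.05 in 11 of 12 cases. The mer7A1 genes moved the other way, by 0.06 at 50 nM (adjusted p = 0.023 from the exact permutation test), and the mer7m8 genes by −0.02 (adjusted p = 0.023). The mer8 score of D1 was lower than that of D3 by −0.18 at 1 nM, −0.27 at 10 nM and −0.23 at 50 nM, with no overlap of the 4 and 4 libraries (exact permutation test, p = 0.029, adjusted 0.049). At 10 nM the score of D2 was higher than that of D3 by 0.05 (exact permutation p = 0.23), and with genes at a mean of at least 5 CPM by 0.06 (adjusted p = 0.049). The score of D2 was lower by −0.05 at 1 nM and higher by 0.04 at 50 nM (exact permutation p = 0.029, adjusted 0.049), and as a difference of medians the comparison at 50 nM changed sign, to −0.0039. In the edgeR test 1, 46, 1967 and 3210 genes had an adjusted p under 0.05 for D3 at the 4 doses, against 1, 46, 2104 and 2989 in the authors' deposited tables.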

GNA-isoC substitution in **D3** led to a similar reduction in CDF shift across all doses tested. 

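Over the 16 libraries of D3, the mer8 score and the log2 CPM of Hao1 gave r = 0.69 (permutation test, two-sided, p = 0.0032, adjusted over the 6 siRNAs 0.0064) and rho = 0.72 (p = 0.0025, adjusted 0.0080). Without the 2 farthest libraries r was 0.74 (permutation p = 0.0022) and rho 0.76 (p = 0.0026), and with the mean of each dose subtracted r was 0.0036 (p = 1.0). The mer8 scores of D3 spanned a narrower range than those of D1, with group means from −0.17 at 50 nM to −0.06 at 1 nM. For D6, the CDF shift at 10 nM was −0.16 for mer8, −0.07 for mer7m8 and −0.09 for mer7A1 genes, and at 50 nM it was −0.20, −0.09 and −0.11. All 4 libraries lay below all 8 mock libraries in these 6 comparisons (exact permutation test, two-sided, p = 0.00404, adjusted p = 0.013). At 0.1 and 1 nM the mer8 shift of D6 was −0.01 and −0.05 (adjusted p = 0.51 and 0.060 from the exact permutation test). The mer8 score of D5 was higher than that of D6 by 0.12 at 10 nM and 0.17 at 50 nM (exact permutation test, p = 0.029, adjusted 0.049). For D6, 6, 240, 2923 and 3573 genes had an adjusted p under 0.05 at the 4 doses (edgeR), and 0, 237, 2892 and 3544 in the authors' deposited tables.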

The correlation between on-target activity and CDF shift was also absent, suggesting that GNA-isoC substitution has a similar ability to mitigate miRNA-like off-targets like GNA-C. On the other hand, GNA-isoG substitution in **D6** led to a less pronounced reduction in CDF shift (Figure 7 and Supplementary Figure S6). 

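The mer8 score of D4 was lower than that of D6 by −0.12 at 10 nM and −0.06 at 50 nM, with no overlap between the 4 and 4 libraries (exact permutation test, two-sided, p = 0.029, adjusted over 24 comparisons 0.049). At 0.1 and 1 nM the scores differed by 0.02 and −0.0034 (exact permutation p = 0.37 and 0.89). The Ttr level of D4 minus that of D6 was 0.04, 0.54, 0.06 and −0.04 log2 CPM at 0.1, 1, 10 and 50 nM (exact permutation p of at least 0.29). Over the 16 libraries of D6, the mer8 score and the log2 CPM of Ttr gave r = 0.69 (permutation p = 0.0030, adjusted over the 6 siRNAs 0.0064) and rho = 0.67 (p = 0.0060, adjusted 0.0091). Without the 2 farthest libraries r was 0.57 (permutation p = 0.039, adjusted 0.059) and rho 0.53 (p = 0.057, adjusted 0.098), and with the mean of each dose subtracted r was 0.24 (p = 0.42).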

Although there was a correlation between CDF shift and on-target activity similar to the parent **D4**, the shift of this curve to the right in Figure 7B indicated that substitution with GNA-isoG in **D6** did lead to lower levels of cumulative dysregulation than the parent when compared at the same level of on-target knockdown. These findings were largely corroborated using a dual-luciferase reporter assay expressing a four-tandem repeat complementary to the seed-region of the desired siRNA sequence (off-target reporter, Supplementary Figure S1). Although this is an idealized *in vitro* system, it was able to predict the trends observed in the RNA sequencing experiment when taking into account the differences in on-target free-uptake silencing across siRNAs in PMH (Supplementary Figure S2).

**Figure 7.**
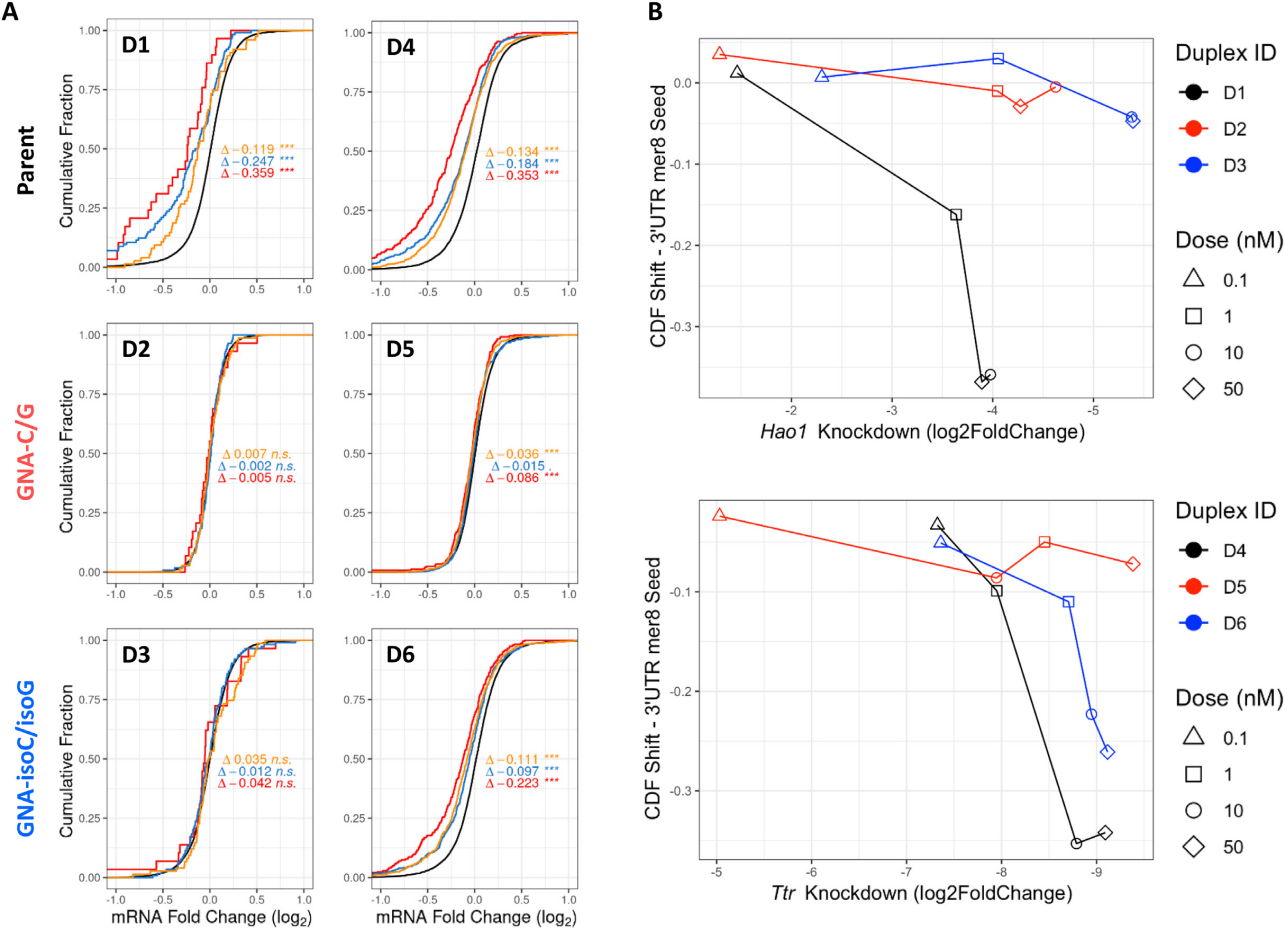
Evaluation of off- and on-target activity via RNA sequencing in primary mouse hepatocytes. (**A**) Cumulative distribution function (CDF) plots showing transcriptional dysregulation after transfection at a 10 nM dose of the indicated GalNAc-siRNAs. Each line represents the cumulative distribution of expression change among genes with or without the presence of the specified seed match in the 3′-UTR. The black line represents background genes lacking the specified seed matches below while the colored lines represent genes with at least one seed match, split by the identity of the strongest match (red = mer8, blue = mer7m8, yellow = mer7A1) (44). Delta values indicate the magnitude of each CDF shift versus background. (**B**) Plot of mer8 CDF shift versus on-target knockdown across various doses of the indicated GalNAc-siRNAs.

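The mer8 score behind these panels varied more between mock libraries for the seed of the Hao1 siRNAs, with 42 genes, than for that of the Ttr siRNAs, with 346 genes. The SD over the 8 mock libraries was 0.055 for the former and 0.019 for the latter. A shift of a given size is therefore resolved less well for D1 to D3. The SD over the 4 libraries of a dose ranged from 0.010 (D2 at 50 nM) to 0.064 (D2 at 10 nM) for D1 to D3, and from 0.012 (D5 at 10 nM) to 0.061 (D4 at 10 nM) for D4 to D6. The SD of D4 at 10 nM comes largely from replicate 2, which had a score of −0.28 against −0.17 to −0.15 in the other 3 libraries.

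**Figure D2:**
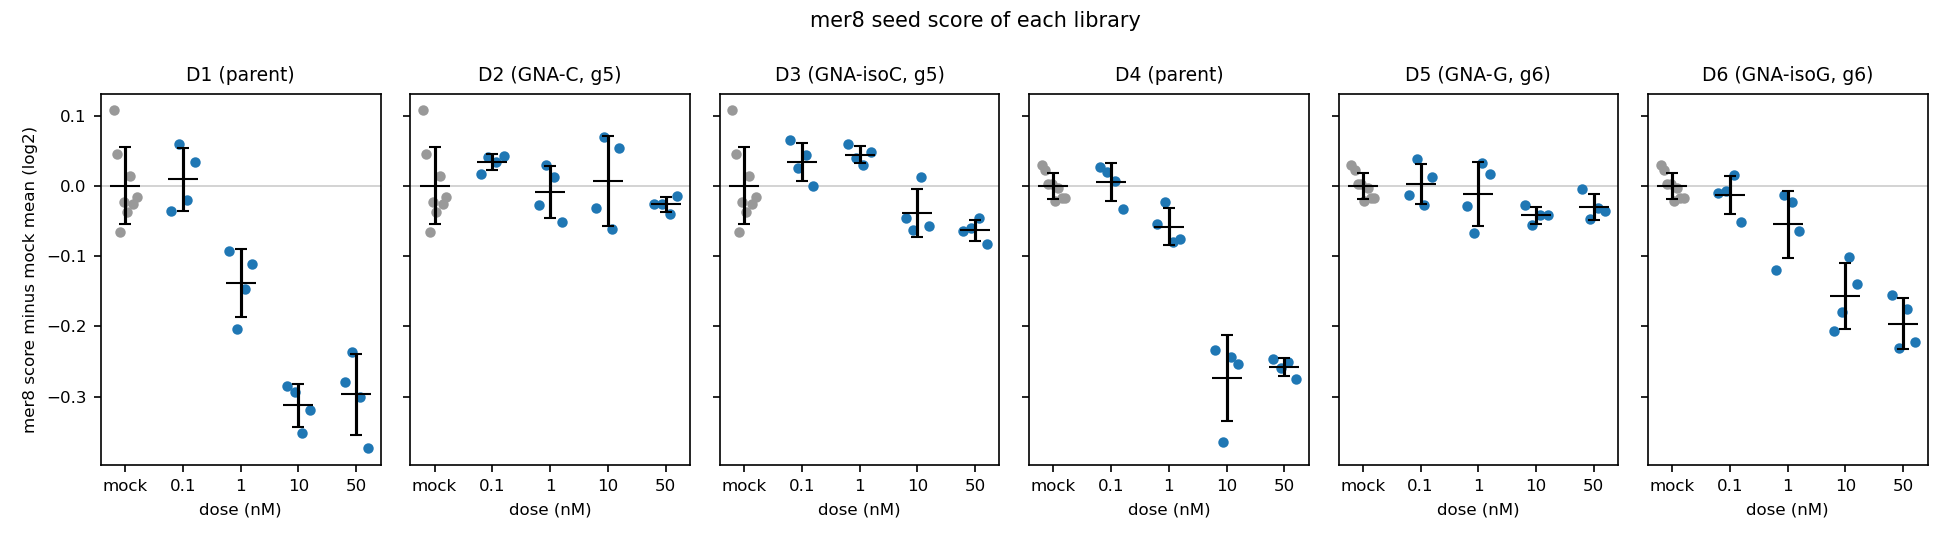
mer8 seed score of each library minus the mean of the 8 mock libraries, on the log2 scale, for D1 to D6. Gray points are mock libraries and blue points the 4 libraries at each dose in nM, with horizontal lines at the mean and bars of 1 SD. The points of D1, D4 and D6 at 10 and 50 nM lie below all mock points, whereas those of D2 overlap them at all 4 doses.

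From the absence of a correlation between on-target activity and CDF shift with D2 and D5, the paper concludes that GNA-C and GNA-G substitution strongly reduced off-target repression. It also reports that D2 and D5 caused no significant dysregulation at any dose. For D3 the paper proposes that GNA-isoC is able to lower off-target repression similarly to GNA-C, also from a similarly reduced CDF shift. A luciferase reporter assay, not analysed here, is said to have largely borne out these findings. For D6 it reasons from the position of the curve to the right of that of D4 (Fig. 7B) that off-target repression was lower than with the parent at equal on-target knockdown.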

### Impact of GNA isonucleotides on GalNAc-siRNA activity in mice

Given the strong body of supporting data suggesting that rotation of the nucleobase orientation is a common feature of all GNA nucleotides, we were interested in evaluating whether the improved base-pairing ability of GNA-isoC or GNA-isoG nucleotides could impact the *in vivo* translation of several GalNAc-siRNA conjugate duplexes. For the evaluation of GNA-isoC, two different siRNA sequences targeting either *Hao1* or *F12* were chosen based on previous data demonstrating a strong loss of activity in mice upon GNA-C substitution (Table 1). The incorporation of GNA-isoC at g5 (**D3**) of the *Hao1*-targeting sequence led to a similar, although slightly less efficacious, silencing of the target mRNA in the liver compared the parent siRNA (**D1**) lacking seed destabilization (Figure 8A). In comparison, the siRNA containing GNA-C at g5 (**D2**) was found to be significantly less efficacious with 42% compared to 87% target knockdown suggesting that GNA-C was less well tolerated *in vivo* than GNA-isoC. To further elucidate the observed differences in activity and the potential association with siRNA metabolic stability, we measured the levels of guide strand remaining in the liver for each of these GalNAc-siRNAs. Interestingly, the level of guide strand modified with GNA-C (**D2**) detected in the liver by RT-qPCR was found to be significantly lower compared to both the parent (**D1**) and GNA-isoC modified (**D3**) guide strands (Figure 8A). Furthermore, we utilized mass spectrometry to perform GalNAc-siRNA metabolite profiling from the livers of mice 7 days after a single dose of 10 mg/kg of **D1**-**D3** (Supplementary Figures S7–S9 and Supplementary Table S6). We observed that >85% of the detected metabolites corresponded to a guide strand that was truncated 5′- of the GNA-C incorporation in **D2** and were therefore considered inactive species. Only 13% of the active **D2** guide strand, defined as the sum of full-length and 3′-N-1 metabolite, was detected in the liver compared to a total of 97% for **D1**. Switching to GNA-isoC in **D3** substantially increased the level of active guide strand to 68%, but a significant amount of truncation 5′- of the GNA-isoC incorporation was still detected. The levels of guide strand measured using both RT-qPCR and mass spectrometry closely correlated with each other and the observed target knockdown in mice, suggesting that RT-qPCR may be utilized as a simple and efficient means of determining active guide liver levels (Figure 8A and Supplementary Figure S9).

**Figure 8.**
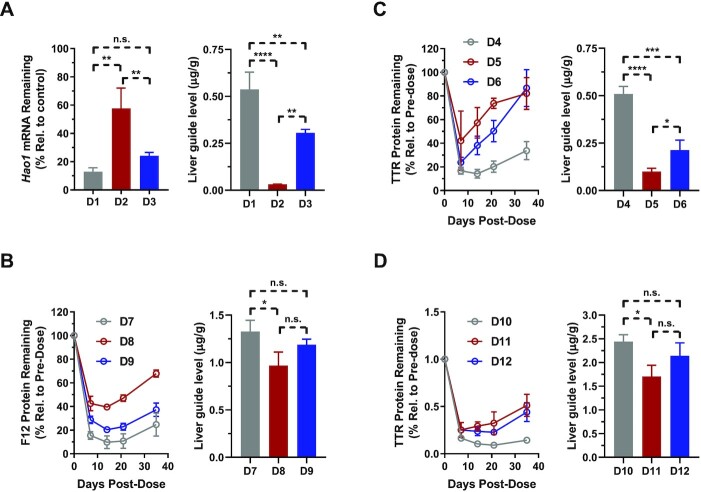
*In vivo* pharmacology (left of each panel) and guide liver levels (right of each panel) in mice after a single subcutaneous dose of parent or GNA-modified GalNAc-siRNAs. (**A**) *Hao1* mRNA knockdown 7 days after a dose of 1 mg/kg of **D1**-**D3**. (**B**) F12 protein knockdown after a dose of 1 mg/kg of **D7**-**D9**. (**C** and **D**) TTR protein knockdown after a dose of 0.5 mg/kg (**D4**-**D6**) or 1 mg/kg (**D10**-**D12**) siRNA; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Similarly, for a second sequence targeting *F12*, the GalNAc-siRNA incorporating GNA-isoC at g7 (**D9**) demonstrated a level and duration of F12 protein suppression that was like the parent siRNA (**D7**, Figure 8B). In contrast, the siRNA containing GNA-C at g7 (**D8**) was significantly less efficacious in F12 protein suppression relative to both the parent and GNA-isoC modified siRNAs. As with the previous set targeting *Hao1*, the level of guide strand detected in the liver correlated well with the on-target activity and a significantly lower amount of the GNA-C modified (**D8**), but not the GNA-isoC (**D9**) modified, guide strand detected relative to the parent (**D7**) seven days post-dose.

We next evaluated the activity of two different GalNAc-siRNA conjugate sequences containing GNA-isoG targeting *Ttr* in mice. The incorporation of GNA-G at g6 in **D5** led to a significant loss in both potency and duration of TTR protein suppression compared to the parent **D4** (Figure 8C). In contrast, the incorporation of GNA-isoG in **D6** was better tolerated with a similar efficacy at nadir (the timepoint at which maximum pharmacodynamic activity is observed), but shorter duration than the parent siRNA without seed destabilization. This activity data was again supported by the measured levels of each guide strand in the liver; whereas GNA-modified guide strands were detected at significantly lower levels than the parent **D4**, the level of GNA-isoG modified guide strand in **D6** was significantly higher than that of the GNA-G modified guide strand (**D5**, Figure 8C). In the second sequence targeting *Ttr*, the GNA-G (**D11**) or GNA-isoG (**D12**) modified siRNAs exhibited similar PD profiles with somewhat less efficacious and durable silencing compared to the parent siRNA **D10** (Figure 8D). Nevertheless, and similar to the previous examples, the differences in the levels of guide strands detected in the livers of the treated animals indicate that, in contrast to GNA-G (**D11**), the presence of GNA-isoG (**D12**) stabilized the siRNA against degradation to an extent similar to the parent (**D10**).

## DISCUSSION

We have recently reported an siRNA design strategy, termed ESC+, which has the potential to improve the therapeutic index of siRNAs with unfavorable off-target profiles in both rodents and humans through seed-pairing destabilization with GNA (manuscript submitted). Despite decades of previous research on GNA structure, the exact nature of GNA interactions in heteroduplexes with RNA has been poorly understood. Since the design of effective siRNAs utilizing GNA in an ESC+ approach relies on a duplex structure that can provide robust on-target activity and sufficient metabolic stability, we wanted to gain a better understanding of GNA/RNA heteroduplex structure to address any potential shortcomings of this approach and to further guide our siRNA design efforts. In this report we show that rotation of the base orientation in GNA nucleotides, first observed in an RNA duplex structure containing GNA-T, is common to all GNA nucleotides, whether present in GNA homoduplexes or GNA/RNA heteroduplex contexts. Although reverse Watson–Crick pairing does not have a large impact on cross-pairing of GNA-A or -T with complementary RNA nucleotides, it strongly disrupts the ability of GNA-C or -G to form a complementary base pair with RNA. A transposition of the hydrogen bond donor/acceptor pairs using the GNA isonucleotides of C and G demonstrated a significant improvement in the pairing ability of GNA with RNA, further resulting in an improved *in vitro* activity of GalNAc-siRNAs, similar off-target mitigation profiles as the isomeric counterparts, and a more consistent translation of the desired mRNA knockdown in mice.

Previous reports demonstrated that the (*S*)-isomer of GNA was capable of cross-pairing with RNA but not the (*R*)-isomer (16). While that behavior could be explained by the overall duplex conformation observed with GNA homoduplexes where the (*S*)-isomer adopted a structure comparable to an A-form like structure, the poor cross-pairing of (*S*)-GNA with RNA in G:C-rich contexts was not well understood. The newly uncovered and unique nucleobase orientation in GNA helps explain earlier puzzling observations regarding its pairing behavior. The right-handed and negatively inclined (*S*)-GNA strand (45,46) pairs stably with RNA, but does not tolerate G:C pairs because they feature only two H-bonds (reverse Watson–Crick) rather than three in the standard Watson–Crick pairing mode, are sheared, and result in less optimal stacking. As Figures 2D and 3 illustrate, GNA inside RNA retains its base orientation and so does RNA; hence the formation of reverse-Watson–Crick pairs. This likely complicates the pairing between (*S*)-GNA and DNA in addition to the shorter P-P distance (ca. 5.4 Å) in GNA compared to B-form DNA (ca. 7 Å). Moreover, B-form DNA may not adapt to the geometric constraints of the GNA backbone, unlike in its hybrids with RNA where it can convert to the A-form. Although (*S*)-GNA features inverted base pairs like Z-DNA, their backbone curvatures (right- and left-handed, respectively) do not match. Similarly, both (*R*)-GNA and Z-DNA are left-handed (smoothly curved phosphate backbone in the former and a zig-zag arrangement of phosphates in the latter), but they exhibit inverted base orientations. Finally, the shorter backbones of right-handed (*S*)-GNA and TNA should allow pairing, however, their base orientations are inverted so it is perhaps no surprise that 16-mer (S)-GNA and TNA strands that contained only A and T were not capable of cross-pairing (47). It would therefore appear that TNA and GNA are incapable of bridging the gaps that exist between them in terms of base orientation, backbone conformation, and perhaps dynamic behavior.

To directly probe the influence of a transposed hydrogen bonding donor/acceptor pair on GNA nucleotide pairing with RNA, the isonucleotides of GNA-C and -G were synthesized. Oligonucleotide synthesis proceeded with no changes to typical protocols and each nucleotide was successfully incorporated into both RNA and GalNAc-siRNA duplexes. GNA isonucleotides showed a significantly improved ability to cross-pair with complementary C or G nucleotides in both modified and unmodified RNA duplexes. This improved pairing presumably leads to an increased structural compatibility of the siRNA duplex with Ago2 during loading and/or the guide strand with target mRNA, thereby leading to an enhanced *in vitro* activity in primary mouse hepatocytes. 

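The paper measured activity in hepatocytes by free uptake (Fig. 6), whereas the levels here come from transfected cells and do not test it directly. Among the Hao1 siRNAs, the on-target level at the same dose was compared in the same way as the mer8 score, by exact permutation of 4 against 4 libraries, two-sided, with adjustment over 24 comparisons. The lowest p of 0.029 was reached for D1 against D3 at 10 nM, where D1 was higher by 1.10 log2 CPM, and for D2 against D3 at 0.1 nM, where D2 was higher by 1.04 log2 CPM. The adjusted p was 0.23, but 14 of the 24 comparisons would have to reach the smallest p to pass the adjustment, so this leaves differences open. D1 was higher than D3 at each of the 4 doses, by 0.85, 0.24, 1.10 and 0.89 log2 CPM (exact permutation p = 0.057, 0.54, 0.029 and 0.17). D2 minus D3 was 1.04, −0.06, 0.53 and 0.85 log2 CPM (exact permutation p = 0.029, 0.86, 0.17 and 0.057), and D1 minus D2 was −0.19, 0.30, 0.58 and 0.04 (p of at least 0.057). Among the Ttr siRNAs, D5 minus D6 was 0.49, 0.18, 0.79 and −0.21 log2 CPM (exact permutation p = 0.94, 0.69, 0.057 and 0.54). With 1 library left out, the value at 0.1 nM ranged from −0.72 to 1.13. D4 minus D5 was −0.44, 0.36, −0.73 and 0.17 log2 CPM (exact permutation p of at least 0.11).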

A closer look at the ratio between off- and on-target activities through RNA sequencing demonstrated that ESC+ siRNAs containing GNA isonucleotides are capable of mitigating off-target effects, albeit in a reduced fashion with GNA-isoG. In the example shown with GNA-isoG, it may be that position g6 is not the ideal site of modification for the mitigation of off-targets as a sequence- and position-specific effect has been previously reported with GNA (11, manuscript submitted). Since it has been shown that the isocytidine and isoguanosine nucleobases can adopt various tautomeric forms (22,23), a further investigation into the impact of GNA-isoC and GNA-isoG substitution on pairing specificity and off-target mitigation across both position and sequence space is warranted.

A non-standard and strongly disruptive cross-pairing of GNA-C and -G with RNA has the potential to influence the *in vivo* translation of ESC+ GalNAc-siRNAs, thereby limiting the extent of this approach. Whereas GalNAc-siRNAs containing GNA-C or GNA-G can silence the intended target *in vitro* to a similar level as the parent siRNA lacking GNA, there were several instances in which the incorporation of these nucleotides led to a significant loss of *in vivo* activity. Given the enhanced structural perturbation afforded with a less than optimal pairing of GNA-C or -G with complementary RNA, the lack of activity in mice was hypothesized to be the result of a decreased metabolic stability of the siRNA *in vivo*, likely caused by an increased fraying of the duplex which can potentially expose the siRNA to a more expedient degradation by nucleases. The improved pharmacodynamics of the ESC+ GalNAc-siRNAs containing GNA-isoC or -isoG in mice was due to both an improved inherent activity, but also importantly to a decreased susceptibility to nucleolytic degradation as evidenced by the increased levels of intact guide strand detected in the liver by RT-qPCR or mass spectrometry.

In summary, these GNA isonucleotides expand our toolbox of modifications useful for seed-pairing destabilization of siRNAs. GNA-isoC and -isoG extend the utility of our ESC+ approach and will allow one to modulate the properties and further tailor each siRNA in support of a sequence-specific design of more effective and specific siRNAs using all GNA nucleotides (A, C, G, T, isoC, isoG). Our future work will focus on the further utilization of these novel GNA modifications in the context of our ESC+ design strategy, which offers the potential for increased sequence flexibility in the discovery of potent siRNAs with high specificity, *i.e*. low off-target potential.

## DATA AVAILABILITY

The RNA sequencing data in this manuscript has been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE183164.

Atomic coordinates and structure factors for the reported crystal structure have been deposited with the Protein Data bank under accession number 7LO9.

## Supplementary Material

gkab916_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

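RNA from primary mouse hepatocytes was sequenced 24 h after transfection with D1 to D6 at 0.1, 1, 10 or 50 nM, with 4 libraries per siRNA and dose and 8 mock libraries. The authors filtered reads with fastq-mcf by mean quality and length, aligned them to GRCm39 with STAR and deposited the counts of uniquely aligned reads per gene from featureCounts (with a minimum mapping quality), without normalization and separately for 2 sequencing runs per library. The versions of these tools and the annotation are not named in the paper's text. The authors also deposited DESeq2 tables for each siRNA and dose against mock, which hold log2 fold changes with their standard errors. The paper states that betaPrior was set to TRUE to shrink fold changes, but the deposited log2 fold changes of the targets lie near the edgeR values and not near those of the DESeq2 fit with betaPrior made here, for example −3.98 in the deposited table for Hao1 with D1 at 10 nM, against −3.97 with edgeR. The DESeq2 fit made here uses 2 groups at a time and is not the authors' fit. In the same deposited tables, the p-values and adjusted p-values are the authors' from DESeq2, and the score is the authors' Wald statistic, which was not used here. The mean of normalized counts is the same in all of these tables, so all groups were fitted together. From these tables only the number of genes with an adjusted p under 0.05, its overlap with the calls made here and the values of the targets were taken.

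The counts of the 2 runs were summed. Their chi-square per degree of freedom over genes lay between 0.992 and 1.07, against at least 1.69 for the 172 pairs of replicates. The files list 55416 genes, of which 54749 are in the annotation used here (GENCODE, GRCm39), and 92 ERCC spike-ins, which took between 0.425% and 1.43% of the counts of a library and were left out of library sizes and tests. No entry of the files names no gene. With 3409963 to 6160626 counts per library, a gene at 1 CPM has few counts, and a silenced target had as few as 2, so that the levels of silenced targets are imprecise. No sample was left out. Libraries were grouped by siRNA and dose.

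Gene counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit with robust set to TRUE, and glmQLFTest), each siRNA and dose against the 8 mock libraries, with Benjamini-Hochberg adjustment over the genes tested. In edgeR's fit only the 2 groups compared were used. Seed matches in the 3′-UTR were searched for guide positions 2 to 8: mer8 (all of these positions and an A opposite position 1), mer7m8 (positions 2 to 8) and mer7A1 (positions 2 to 7 and the A). A gene entered the set of its strongest match, if it was protein-coding, had an annotated 3′-UTR (20881 genes) and a mean of at least 1 CPM. The seed score of a library is the mean log2 CPM (TMM, prior count 2) of a set minus that of the background genes. Scores were compared by exact permutation of libraries, two-sided, with smallest p-values of 0.00404 for 4 against 8 and 0.0286 for 4 against 4, and adjusted over 72 comparisons with mock and over 24 comparisons between siRNAs. Correlations of the mer8 score with the on-target level used 100000 permutations and were adjusted over 6 siRNAs. Scores were also computed for seed matches with another base opposite the GNA nucleotide (72 comparisons), for passenger-strand, miR-122 and let-7 matches (72 comparisons) and for a list of 22 interferon-response genes (24 comparisons). The mean log2 fold change of genes with each 7-mer in the 3′-UTR was ranked over 7-mers with at least 20 genes. In a version adjusted for 3′-UTR length, GC content and expression, 7-mers with at least 50 genes were used. There the rank was by a weighted mean, the adjusted mean times the root of the number of genes, divided by the SD over genes. This weight favors 7-mers with many genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for scores.

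The genes named are Hao1, Ttr, F12 and Gapdh, which the paper names, and for D1 and D4 at 10 nM the 5 mer8 genes with the largest decrease among those with an adjusted p under 0.05 and all 4 treated libraries below all 8 mock libraries. The alternatives were DESeq2 1.42.0 with betaPrior, RLE size factors, all genes with at least 1 count, each sequencing run alone, all libraries in one fit, the replicate number as a block, each library left out in turn, the difference of medians, Hao1 and Ttr kept in their sets, means of at least 0.1 or 5 CPM, a prior count of 0.5, any annotated 3′-UTR and a background matched on 3′-UTR length (10 bins) and expression (5 bins).

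The edgeR test was tested on simulated counts with the means and library sizes of D1 at 10 nM and mock, where 200 of 11186 genes were changed. It recovered 94%, 80% and 62% of genes with a log2 fold change of −2, −1 and −0.5, and called 15 unchanged genes. In 40 simulations of the mer8 score of D1 at 10 nM with 42 genes, a true shift of −0.3 was estimated as −0.29 on average, with an SD of 0.0385. The free-uptake, reporter and animal experiments were not analysed here.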

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

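The tests on single libraries in this part, and those of 3′-UTR length, of a response shared by the Hao1 siRNAs, of the rank among 7-mers for D3 and of A against the other bases, were chosen only after the result was seen. An extreme library was looked for in 101 groups by Dixon's test, which picks about 1 in 20 groups by chance, and 4 were picked, so they may be chance values. Split counts refer to 100 splits of the 12 libraries of a comparison into 4 and 8, the real one included.

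Of the genes called for D3 against mock, 1878 at 10 nM and 3036 at 50 nM hold no match to the guide seed in the 3′-UTR, data which the paper does not discuss. Such calls are not particular to D3. With the parents at 10 nM, 2017 of 2118 called genes for D1 and 2205 of 2951 for D4 held no match either. For D3 the splits were counted over all genes called, 1967 at 10 nM and 3210 at 50 nM, and not over those without a match. In both comparisons 1 of the 100 splits gave as many genes. The share of called genes with a match was 3.10% at 50 nM (3.096), against 2.86% of the genes tested, so that seed matches do not account for the calls. The mean of the interferon list differed from mock by 0.0871 at 50 nM (exact permutation p = 0.735). An interferon response of moderate size cannot be told apart from none, since the list varies between libraries: with D2 at 50 nM a difference of 0.48 had an exact permutation p of 0.0525. The score of genes with a passenger-strand match was −0.0067 (exact permutation p = 0.469), too small for a strong passenger effect but open for a weak one. Genes with a let-7 match had a score of 0.0541, with 4 of 4 libraries above all mock libraries (exact permutation p = 0.00404, adjusted over 72 comparisons 0.0831). Competition with endogenous microRNAs could explain this for a part of the genes and cannot be told apart from other causes, since it covers few of them.

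Genes with the seed match carrying A opposite guide position 5 (ATCAACA, 1071 genes) were lower with D3 than with mock by −0.056 at 50 nM, with 4 of 4 libraries below all mock libraries (exact permutation p = 0.00404, adjusted over 72 comparisons 0.0582, which fails the adjustment). Against background genes matched on 3′-UTR length and expression the value was −0.07256, which argues against a bias from either. After adjustment for both and for GC content, the 7-mer ranked 1 from the lowest of 16244 by the mean weighted by the number of genes. This argues against one of many 7-mers with so low a weighted mean. A low mean as such is not rare: without adjustment it reached −0.143 for a 7-mer with 34 genes. Against D1 at 50 nM the value was −0.08529 (exact permutation p = 0.0286), which argues against a response shared by all Hao1 siRNAs. Genes with C or T opposite this position did not fall with D3 at 50 nM (0.0022 and 0.0061, exact permutation p = 0.711 and 0.521), and at 10 nM their values were −0.0059 and −0.011 (p = 0.388 and 0.339). The score with A minus the mean of the scores with C and T was −0.06014 at 50 nM, with 4 of 4 libraries below all mock libraries (exact permutation p = 0.00404, adjusted over 24 comparisons 0.0139), and −0.064 on the matched background. This argues against repression through imperfect seed matches with any base at this position. The value of mer8 matches, the strongest type, was −0.06335, the lowest of the 3 types, in line with microRNA-like repression. The siRNA with GNA-C at this position, D2, showed the pattern too, at a smaller size. Against the matched background its value was −0.030 at 10 nM (exact permutation p = 0.00808, 3 of 4 libraries below all mock libraries) and −0.022 at 50 nM (p = 0.00404, 4 of 4), and the 7-mer ranked 1 at 10 nM and 101 at 50 nM. Against all background genes it was −0.019 at 10 nM (exact permutation p = 0.105) and −0.014 at 50 nM (p = 0.202). D3 was lower than D2 on the matched background, by −0.034 and −0.051 (exact permutation p = 0.0286 for both). The pattern is therefore not confined to GNA-isoC. For the Ttr siRNAs, genes with A opposite guide position 6 (CTATATA, 1000 genes) were lower by −0.119 at 10 nM (exact permutation p = 0.00808) and −0.099 at 50 nM (p = 0.00404, adjusted 0.0582) with the parent D4. With D6 the values were −0.077 and −0.085 (exact permutation p = 0.00404, adjusted 0.0582), and with D5 −0.047 and −0.012 (p = 0.00808 and 0.424). Unlike with D3, genes with the other bases fell too: with D4, by −0.063 for G and −0.088 for T at 10 nM (exact permutation p = 0.0121 and 0.0162) and by −0.020 and −0.058 at 50 nM (p = 0.149 and 0.0162). With D5 at 10 nM the values were −0.028 for G and −0.046 for T (exact permutation p = 0.0162 and 0.0283), and with D6 −0.015 and −0.038 (p = 0.238 and 0.0849). Still, A minus the mean of G and T was −0.043 and −0.061 with D4 and −0.050 and −0.059 with D6 at 10 and 50 nM (4 of 4 libraries below all mock libraries each, exact permutation p = 0.00404), and −0.010 and −0.0074 with D5 (p = 0.174 and 0.315). A lower level with A than with the other bases was thus also seen with a parent without GNA, at another position and seed. A candidate explanation is pairing of the GNA nucleotide, GNA-isoC in D3, with a base other than the one in the guide's own seed match, as a hypothesis found and tested on the same data. It cannot be told apart from other differences between the siRNAs, because only 1 siRNA carries each nucleotide, and it does not cover most genes called for D3.

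Ttr was at 8.7845 log2 CPM in replicate 3 of D3 at 10 nM, far below the other 3 libraries. RNA of a library treated with a Ttr siRNA mixed in would also bring unsilenced Hao1. Hao1 had 3 counts in this library, against 6, 2 and 5 in replicates 1, 2 and 4, which argues against such mixing. Its nuclear RNA was low, at −2.13 log2 from the group median. In 3 other libraries without a Ttr siRNA it was also low, and Ttr deviated from the group median by 0.15 in replicate 4 of D1 at 10 nM (nuclear RNA −1.97), by −0.0218 in replicate 3 of D3 at 0.1 nM (−1.94) and by 0.015 in mock replicate 8 (−1.12). This argues against nuclear RNA content as the cause. RNA quality was not measured and stays open. The design gives no biological explanation that could be tested for a single library.

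Hao1 was lowest in replicate 1 of D4 at 10 nM, at 4.1745 log2 CPM. It had 99 counts, against 101 to 110 in the others, and the library had the highest total of the group, which argues against low sequencing depth. No biological explanation was tested.

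The mer8 score of replicate 2 of D4 at 10 nM was −0.2766, far below the other 3. Ttr was at 1.1346 log2 CPM there, from 9 counts, so stronger on-target activity in that library may or may not be the cause, since the counts are too few to tell.

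The total count of replicate 4 of D5 at 10 nM was 5840357, far above the other 3. Without this replicate 913 genes were called, against 916 with it, which argues against the larger depth as the source of the calls. No biological explanation was tested.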

How the results depend on the processing

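Alternatives to each processing choice were fixed before the data were examined. The 3′-UTR of the canonical transcript and mock replicates 1 to 4 without the block were chosen after seeing the data. The on-target log2 fold changes kept their direction in all alternatives, and all but D5 at 0.1 nM kept their side of the threshold. The mer8 shifts of D1 at 1, 10 and 50 nM, of D4 at 10 and 50 nM and of D6 at 10 and 50 nM kept direction and side of the threshold in all alternatives that allow a test. Where a value below changed, the cause was not tested unless one is named.

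The number of genes called (adjusted p under 0.05, edgeR's quasi-likelihood test unless DESeq2 is named) changed by more than 1.5 times mostly where few were called. With all genes that had at least 1 count, 72 genes were called for D1 at 0.1 nM, 143 for D1 at 1 nM, 7 for D2 at 0.1 nM, 36 for D3 at 0.1 nM, 133 for D3 at 1 nM, 18 for D4 at 0.1 nM, 55 for D5 at 0.1 nM, 18 for D5 at 1 nM, 67 for D6 at 0.1 nM and 372 for D6 at 1 nM. With the libraries of all groups in one fit, 1 gene was called for D1 at 0.1 nM, 42 for D1 at 1 nM, 26 for D3 at 1 nM, 1 for D5 at 0.1 nM and 3 for D6 at 0.1 nM. With sequencing run 2 only, 40 genes were called for D1 at 1 nM, 2 for D2 at 0.1 nM, 160 for D2 at 10 nM, 23 for D3 at 1 nM, 1 for D5 at 0.1 nM and 488 for D5 at 50 nM. With mock replicates 1 to 4 and no block, 4 genes were called for D2 at 1 nM, 161 for D3 at 1 nM, 8 for D4 at 0.1 nM, 13 for D5 at 0.1 nM, 3 for D5 at 1 nM, 90 for D6 at 0.1 nM and 392 for D6 at 1 nM. With sequencing run 1 only, 166 genes were called for D2 at 10 nM and 2 for D3 at 0.1 nM. With DESeq2 and betaPrior, 78 genes were called for D3 at 1 nM, 7 for D5 at 0.1 nM, 9 for D5 at 1 nM and 14 for D6 at 0.1 nM. With all genes tested, genes with few counts enter the test, and with 1 run the depth is lower. For the other changes the cause was not tested.

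Libraries of different groups that carry the same replicate number share only the number. Over 9882 genes, the mean correlation of their deviations from the group means was 0.029, against −0.0084 for libraries with different numbers. It was over 0.1 for all pairs in 0 of 24 pairs of an siRNA group with mock, and in 2 of all 300 pairs of groups. With the replicate block, for which only mock replicates 1 to 4 could be used, 75 genes were called for D1 at 0.1 nM, 118 for D1 at 1 nM, 3 for D2 at 0.1 nM, 2 for D2 at 1 nM, 57 for D3 at 0.1 nM, 189 for D3 at 1 nM, 59 for D4 at 0.1 nM, 419 for D4 at 1 nM, 41 for D5 at 0.1 nM, 12 for D5 at 1 nM and 171 for D6 at 0.1 nM. As paired differences, the mer8 CDF shift of D2 at 0.1 nM was 0.018, the mer8 CDF shift of D2 at 50 nM was −0.042, the mer8 CDF shift of D3 at 1 nM was 0.028, the mer8 CDF shift of D3 at 50 nM was −0.079, the mer8 CDF shift of D4 at 50 nM was −0.27, the mer8 CDF shift of D5 at 10 nM was −0.056 and the mer7A1 CDF shift of D5 at 10 nM was −0.051. The smallest p that 4 pairs allow is 0.125, so these differences have no test.

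Among the CDF shifts (exact permutation test, two-sided), those near the threshold changed side. As a difference of medians, the mer8 shift of D3 at 50 nM was −0.0046 (adjusted p = 0.916), the mer7A1 shift of D3 at 50 nM was −0.00090 (adjusted p = 0.96), the mer8 shift of D4 at 1 nM was −0.044 (adjusted p = 0.0606), the mer8 shift of D5 at 10 nM was −0.041 (adjusted p = 0.0506) and the mer7m8 shift of D5 at 10 nM was −0.019 (adjusted p = 0.242). With Hao1 and Ttr kept, the mer8 shift of D5 at 50 nM was −0.056 (adjusted p = 0.0116) and the mer8 shift of D6 at 1 nM was −0.079 (adjusted p = 0.0116). At a mean of at least 5 CPM, the mer8 shift of D3 at 10 nM was −0.069 (adjusted p = 0.0132), the mer7A1 shift of D3 at 10 nM was 0.037 (adjusted p = 0.0208) and the mer8 shift of D4 at 1 nM was −0.047 (adjusted p = 0.0636). At a mean of at least 0.1 CPM, the mer8 shift of D5 at 10 nM was −0.035 (adjusted p = 0.0862). With a prior count of 0.5, the mer8 shift of D3 at 50 nM was −0.066 (adjusted p = 0.0754) and the mer7m8 shift of D5 at 10 nM was −0.028 (adjusted p = 0.0559). With any annotated 3′-UTR, the mer7m8 shift of D5 at 10 nM was −0.025 (adjusted p = 0.0862) and the mer8 shift of D5 at 50 nM was −0.033 (adjusted p = 0.0465). With the matched background, the mer8 shift of D5 at 50 nM was −0.034 (adjusted p = 0.0108) and the mer8 shift of D6 at 1 nM was −0.050 (adjusted p = 0.0108). With sequencing run 1 only, the mer8 shift of D3 at 50 nM was −0.072 (adjusted p = 0.14), the mer7m8 shift of D5 at 10 nM was −0.025 (adjusted p = 0.0582) and the mer8 shift of D6 at 1 nM was −0.057 (adjusted p = 0.0364). With sequencing run 2 only, the mer7A1 shift of D3 at 10 nM was 0.042 (adjusted p = 0.0364), the mer8 shift of D3 at 50 nM was −0.052 (adjusted p = 0.358), the mer7m8 shift of D5 at 10 nM was −0.027 (adjusted p = 0.0623) and the mer8 shift of D5 at 50 nM was −0.032 (adjusted p = 0.0448). With the 3′-UTR of the canonical transcript, the mer8 shift of D3 at 50 nM was −0.029 (adjusted p = 0.617), the mer7m8 shift of D5 at 10 nM was −0.026 (adjusted p = 0.0873) and the mer8 shift of D6 at 1 nM was −0.070 (adjusted p = 0.0121). With DESeq2 and betaPrior, the mer8 shift of D1 at 1 nM was −0.068, the mer8 shift of D1 at 10 nM was −0.25, the mer7m8 shift of D1 at 10 nM was −0.19, the mer8 shift of D2 at 0.1 nM was 0.0018, the mer8 shift of D3 at 1 nM was 0.010, the mer8 shift of D4 at 50 nM was −0.24 and the mer7A1 shift of D5 at 10 nM was −0.028. DESeq2 gives 1 fold change per gene and no score per library, so its shifts have no test, and betaPrior is meant to shrink fold changes. The mer7A1 shift of D3 at 50 nM changed sign with medians. For the rest the cause was not tested.

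The comparisons of the mer8 score between siRNAs at the same dose pass or fail together, because 4 against 4 libraries cannot give a p under 0.029 in the exact permutation test and 14 of 24 comparisons must be at that value for the adjusted p to be 0.049. All 14 passed with Hao1 and Ttr kept, with RLE size factors and with the matched background, and all but D2–D3 at 1 nM at a mean of at least 5 CPM. None passed under the other 7 alternatives below, with a smallest adjusted p between 0.0527 and 0.0686. As a difference of medians, the differences were −0.074 for D1–D2 at 1 nM, −0.19 for D1–D2 at 10 nM, −0.19 for D1–D2 at 50 nM, −0.097 for D1–D3 at 1 nM, −0.15 for D1–D3 at 10 nM, −0.19 for D1–D3 at 50 nM, −0.023 for D2–D3 at 1 nM, −0.18 for D4–D5 at 10 nM, −0.17 for D4–D5 at 50 nM, −0.11 for D4–D6 at 10 nM, −0.039 for D4–D6 at 50 nM, 0.076 for D5–D6 at 10 nM and 0.14 for D5–D6 at 50 nM. As a difference of medians, that of D2–D3 at 50 nM changed sign, to −0.0039 (adjusted p = 1). At a mean of at least 5 CPM, the difference was −0.036 for D2–D3 at 1 nM. At a mean of at least 5 CPM, that of D2–D3 at 10 nM passed the threshold, at 0.057 (adjusted p = 0.049). At a mean of at least 0.1 CPM, the differences were −0.14 for D1–D2 at 1 nM, −0.32 for D1–D2 at 10 nM, −0.27 for D1–D2 at 50 nM, −0.20 for D1–D3 at 1 nM, −0.27 for D1–D3 at 10 nM, −0.24 for D1–D3 at 50 nM, −0.055 for D2–D3 at 1 nM, 0.029 for D2–D3 at 50 nM, −0.22 for D4–D5 at 10 nM, −0.20 for D4–D5 at 50 nM, −0.11 for D4–D6 at 10 nM, −0.054 for D4–D6 at 50 nM, 0.10 for D5–D6 at 10 nM and 0.15 for D5–D6 at 50 nM. With a prior count of 0.5, the differences were −0.15 for D1–D2 at 1 nM, −0.34 for D1–D2 at 10 nM, −0.28 for D1–D2 at 50 nM, −0.21 for D1–D3 at 1 nM, −0.29 for D1–D3 at 10 nM, −0.24 for D1–D3 at 50 nM, −0.060 for D2–D3 at 1 nM, 0.038 for D2–D3 at 50 nM, −0.25 for D4–D5 at 10 nM, −0.24 for D4–D5 at 50 nM, −0.12 for D4–D6 at 10 nM, −0.062 for D4–D6 at 50 nM, 0.12 for D5–D6 at 10 nM and 0.17 for D5–D6 at 50 nM. With any annotated 3′-UTR, the differences were −0.094 for D1–D2 at 1 nM, −0.25 for D1–D2 at 10 nM, −0.21 for D1–D2 at 50 nM, −0.12 for D1–D3 at 1 nM, −0.20 for D1–D3 at 10 nM, −0.19 for D1–D3 at 50 nM, −0.029 for D2–D3 at 1 nM, 0.022 for D2–D3 at 50 nM, −0.20 for D4–D5 at 10 nM, −0.19 for D4–D5 at 50 nM, −0.11 for D4–D6 at 10 nM, −0.059 for D4–D6 at 50 nM, 0.088 for D5–D6 at 10 nM and 0.13 for D5–D6 at 50 nM. With sequencing run 1 only, the differences were −0.14 for D1–D2 at 1 nM, −0.28 for D1–D2 at 10 nM, −0.25 for D1–D2 at 50 nM, −0.17 for D1–D3 at 1 nM, −0.22 for D1–D3 at 10 nM, −0.23 for D1–D3 at 50 nM, −0.029 for D2–D3 at 1 nM, 0.018 for D2–D3 at 50 nM, −0.23 for D4–D5 at 10 nM, −0.22 for D4–D5 at 50 nM, −0.12 for D4–D6 at 10 nM, −0.054 for D4–D6 at 50 nM, 0.12 for D5–D6 at 10 nM and 0.16 for D5–D6 at 50 nM. With sequencing run 2 only, the differences were −0.10 for D1–D2 at 1 nM, −0.32 for D1–D2 at 10 nM, −0.28 for D1–D2 at 50 nM, −0.17 for D1–D3 at 1 nM, −0.30 for D1–D3 at 10 nM, −0.21 for D1–D3 at 50 nM, −0.071 for D2–D3 at 1 nM, 0.065 for D2–D3 at 50 nM, −0.21 for D4–D5 at 10 nM, −0.22 for D4–D5 at 50 nM, −0.11 for D4–D6 at 10 nM, −0.067 for D4–D6 at 50 nM, 0.11 for D5–D6 at 10 nM and 0.15 for D5–D6 at 50 nM. With the 3′-UTR of the canonical transcript, the differences were −0.18 for D1–D2 at 1 nM, −0.40 for D1–D2 at 10 nM, −0.30 for D1–D2 at 50 nM, −0.25 for D1–D3 at 1 nM, −0.34 for D1–D3 at 10 nM, −0.30 for D1–D3 at 50 nM, −0.069 for D2–D3 at 1 nM, 0.0024 for D2–D3 at 50 nM, −0.29 for D4–D5 at 10 nM, −0.29 for D4–D5 at 50 nM, −0.14 for D4–D6 at 10 nM, −0.079 for D4–D6 at 50 nM, 0.15 for D5–D6 at 10 nM and 0.21 for D5–D6 at 50 nM. All but the 1 that changed sign kept their direction. With 3 against 4 libraries the smallest p is 0.057, so leaving out a library allows no test here.

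The correlation of the mer8 score with the on-target level (permutation test) changed side in 4 cases. For D5 it was 0.26 without the 2 libraries farthest from the median on-target level (adjusted p = 0.44). For D6 it was 0.57 without the 2 libraries farthest from the median on-target level (adjusted p = 0.0591). For D5 it was 0.51 at a mean of at least 5 CPM (adjusted p = 0.0542). For D2 it was 0.52 with any annotated 3′-UTR (adjusted p = 0.0393). The cause was not tested. The log2 fold change of Ttr with D5 at 0.1 nM passed the threshold in the edgeR test in 3 alternatives. With all genes that had at least 1 count, it was −5.13 (adjusted p = 0.0252). With sequencing run 2 only, it was −5.21 (adjusted p = 0.0268). With the libraries of all groups in one fit, it was −5.13 (adjusted p = 7.07e-26). The cause was not tested.

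Leaving out 1 library at a time gave 12 fits per comparison. The number of genes called ranged from 15 to 51 for D1 at 0.1 nM, from 37 to 85 for D1 at 1 nM, from 1 to 3 for D2 at 0.1 nM, from 106 to 267 for D2 at 10 nM, from 298 to 752 for D2 at 50 nM, from 1 to 2 for D3 at 0.1 nM, from 13 to 59 for D3 at 1 nM, from 1 to 2 for D4 at 0.1 nM, from 141 to 296 for D4 at 1 nM, from 0 to 31 for D5 at 0.1 nM, from 3 to 7 for D5 at 1 nM, from 588 to 1003 for D5 at 10 nM, from 377 to 719 for D5 at 50 nM, from 3 to 20 for D6 at 0.1 nM and from 111 to 342 for D6 at 1 nM. With the same omissions, the mer7m8 shift of D5 at 10 nM ranged from −0.032 to −0.024, the mer8 shift of D3 at 1 nM ranged from 0.035 to 0.060, the mer8 shift of D3 at 50 nM ranged from −0.073 to −0.048, the mer8 shift of D5 at 50 nM ranged from −0.038 to −0.024, the mer8 shift of D6 at 1 nM ranged from −0.069 to −0.034 and the on-target log2 fold change of D5 at 0.1 nM ranged from −8.12 to −4.72. Of these fits, that of D3 at 50 nM passed the threshold only without mock replicate 3, and that of D3 at 1 nM only without mock replicate 1 (0.060). For D5 at 50 nM it passed without replicate 1 (−0.038) or mock replicate 5, and for D6 at 1 nM without replicate 2 (−0.069) or mock replicate 5. The mer7m8 shift of D5 at 10 nM failed it without replicate 2, 3 or 4 or mock replicate 2, 4, 6 or 7. The on-target value of D5 at 0.1 nM passed without replicate 2 (−8.12) or replicate 3 (−4.72). Fewer libraries raise the smallest p by construction, and apart from this the cause was not tested. Of the values for single genes, F12 fell below the threshold in 12 cases under the other alternatives and Gapdh in 5, and Gapdh passed it in 4. Where it was not the target, Ttr passed it in 5 cases and fell below it in 1. Hao1, where not the target, passed it in 1 case and fell below it in 2. The score of genes with a let-7 match passed it in 10 cases and that of genes with the seed match carrying A in 9. With T in the seed match it was passed in 4 cases. For G, for passenger-strand matches and for miR-122 matches it was 1 case each.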

Differences from the paper's values

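In Fig. 7 the paper gives 36 CDF shifts, here read by eye, and 19 of them differ from the values computed here by more than the SD between replicates or in sign. All are on the log2 scale. With Hao1 and Ttr kept in their sets 11 differ, and 11 differ with the 3′-UTR of the canonical transcript, an alternative chosen after seeing the values. With the fold changes of DESeq2 and betaPrior, fitted here for 2 groups at a time and so not as the authors fitted them, 24 differ.

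The mer7m8 shift of D1 at 10 nM was −0.23 here and about −0.25 in Fig. 7A, read by eye, and the gap closed under the replicate block (−0.24), a prior count of 0.5 (−0.25) and omissions of 1 library (siRNA replicate 2, −0.24, among 2), but under no other alternative fixed before the data were examined. Here the mer8 shift of D1 at 10 nM was −0.31, and in Fig. 7A, read by eye, it was about −0.36, and the gap closed under a prior count of 0.5 (−0.33), but under no other alternative fixed before the data were examined. With the canonical 3′-UTR, chosen after seeing the values, the gap closed (−0.36). For the mer7m8 shift of D2 at 10 nM, the value here was 0.0053 and that in Fig. 7A, read by eye, was about −0.0020, and the gap closed under the difference of medians (−0.0076), a mean of at least 0.1 CPM (−0.0095), the matched background (−0.00030) and the omission of siRNA replicate 1 (−0.0057), but under no other alternative fixed before the data were examined. Chosen after seeing the values, the canonical 3′-UTR closed it (−0.0059). A value of 0.0072 was found here for the mer8 shift of D2 at 10 nM, against about −0.0050 in Fig. 7A, read by eye, and the gap closed under the replicate block (−0.0090), a mean of at least 5 CPM (−0.013), the matched background (−0.0026), DESeq2 (−0.0081) and omissions of 1 library (siRNA replicate 2, −0.013, among 3), but under no other alternative fixed before the data were examined. The mer8 shift of D4 at 10 nM was −0.27 here and about −0.35 in Fig. 7A, read by eye, and the gap closed under Hao1 and Ttr kept (−0.30), but under no other alternative fixed before the data were examined. With the canonical 3′-UTR, chosen after seeing the values, the gap closed (−0.34). Here the mer8 shift of D5 at 10 nM was −0.042, and in Fig. 7A, read by eye, it was about −0.086, and no alternative fixed before the data were examined closed the gap. For the mer7A1 shift of D6 at 10 nM, the value here was −0.086 and that in Fig. 7A, read by eye, was about −0.11, and the gap closed under the replicate block (−0.10), a mean of at least 5 CPM (−0.089), a prior count of 0.5 (−0.088), the matched background (−0.089) and omissions of 1 library (siRNA replicate 3, −0.095, among 4), but under no other alternative fixed before the data were examined. It closed with the canonical 3′-UTR, chosen after seeing the values (−0.11). A value of −0.072 was found here for the mer7m8 shift of D6 at 10 nM, against about −0.097 in Fig. 7A, read by eye, and the gap closed under the replicate block (−0.081), a mean of at least 5 CPM (−0.082) and the omission of siRNA replicate 3 (−0.080), but under no other alternative fixed before the data were examined. With the canonical 3′-UTR, chosen after seeing the values, the gap closed (−0.0995). The mer8 shift of D6 at 10 nM was −0.16 here and about −0.22 in Fig. 7A, read by eye, and the gap closed under Hao1 and Ttr kept (−0.18) and the omission of siRNA replicate 3 (−0.18), but under no other alternative fixed before the data were examined. Chosen after seeing the values, the canonical 3′-UTR closed it (−0.20).

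The mer8 shift of D1 at 50 nM was −0.30 here and about −0.37 in Fig. 7B, read by eye, and the gap closed under the matched background (−0.31) and the omission of siRNA replicate 2 (−0.32), but under no other alternative fixed before the data were examined. It closed with the canonical 3′-UTR, chosen after seeing the values (−0.33). Here the mer8 shift of D3 at 1 nM was 0.044, and in Fig. 7B, read by eye, it was about 0.030, and the gap closed under the replicate block (0.028), the difference of medians (0.021), a mean of at least 5 CPM (0.023), a mean of at least 0.1 CPM (0.039), run 1 only (0.032) and omissions of 1 library (siRNA replicate 1, 0.039, among 6), but under no other alternative fixed before the data were examined. For the mer8 shift of D4 at 0.1 nM, the value here was 0.0053 and that in Fig. 7B, read by eye, was about −0.030, and the gap closed under the replicate block (−0.0091) and Hao1 and Ttr kept (−0.016), but under no other alternative fixed before the data were examined. A value of −0.058 was found here for the mer8 shift of D4 at 1 nM, against about −0.10 in Fig. 7B, read by eye, and the gap closed under Hao1 and Ttr kept (−0.081), but under no other alternative fixed before the data were examined. It closed with the canonical 3′-UTR, chosen after seeing the values (−0.076). The mer8 shift of D4 at 50 nM was −0.26 here and about −0.34 in Fig. 7B, read by eye, and no alternative fixed before the data were examined closed the gap. Here the mer8 shift of D5 at 0.1 nM was 0.0025, and in Fig. 7B, read by eye, it was about −0.020, and the gap closed under the replicate block (−0.012), Hao1 and Ttr kept (−0.017), any annotated 3′-UTR (−0.0013), the matched background (−0.0038), run 1 only (−0.0034) and omissions of 1 library (siRNA replicate 2, −0.0092, among 4), but under no other alternative fixed before the data were examined. Chosen after seeing the values, the canonical 3′-UTR closed it (−0.0024). For the mer8 shift of D5 at 50 nM, the value here was −0.030 and that in Fig. 7B, read by eye, was about −0.070, and the gap closed under Hao1 and Ttr kept (−0.056), but under no other alternative fixed before the data were examined. A value of −0.013 was found here for the mer8 shift of D6 at 0.1 nM, against about −0.050 in Fig. 7B, read by eye, and the gap closed under the replicate block (−0.028), Hao1 and Ttr kept (−0.034) and the omission of siRNA replicate 3 (−0.023), but under no other alternative fixed before the data were examined. The mer8 shift of D6 at 1 nM was −0.055 here and about −0.11 in Fig. 7B, read by eye, and the gap closed under the replicate block (−0.069), Hao1 and Ttr kept (−0.079) and omissions of 1 library (siRNA replicate 2, −0.069, among 2), but under no other alternative fixed before the data were examined. Chosen after seeing the values, the canonical 3′-UTR closed it (−0.070). Here the mer8 shift of D6 at 50 nM was −0.20, and in Fig. 7B, read by eye, it was about −0.26, and no alternative fixed before the data were examined closed the gap. It closed with the canonical 3′-UTR, chosen after seeing the values (−0.24).

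The paper states that D2 and D5 caused no significant dysregulation at any dose. Here the mer8 shift of D2 had a p of at least 0.29 at each dose in the exact permutation test. That of D5 at 10 nM was −0.042 (adjusted p = 0.0127 from the exact permutation test). Whether this D5 shift is seed-specific stays open. Genes with another base opposite the GNA nucleotide were lower too, by −0.047 (A), −0.028 (G) and −0.046 (T). In the ranking adjusted for length, GC content and expression, the guide seed lay 4732 from the lowest of 16244. Yet 27.5% of genes called lower held a match, against 20.3% of those tested. The edgeR test called 255 and 681 genes for D2 and 916 and 733 for D5 at 10 and 50 nM. These numbers do not measure seed effects: with D2 at 50 nM, 2.47% of genes called lower held a match, against 2.84% tested. The paper states that the correlation of on-target activity with CDF shift was absent for D2, D3 and D5. Here r was 0.39 for D2 (permutation p = 0.129), 0.55 for D5 (adjusted p = 0.0364 from the permutation test) and 0.69 for D3 (adjusted p = 0.0064). For D5 it was 0.26 without the 2 libraries farthest from the median Ttr level. With the mean of each dose subtracted, r was 0.0036 for D3 and 0.55 for D5 (permutation test, adjusted p = 0.998 and 0.272). The D3 correlation thus lies between doses, whose mer8 shifts ran only from 0.044 at 1 nM to −0.063 at 50 nM. Its p-value treats the libraries of a dose as independent of the dose, whereas Fig. 7B plots shifts across doses.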

Other observations

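The tests on replicate 2 of D5 at 0.1 nM and on the mer7A1 match in Hao1 were chosen only after the result was seen.

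The number of genes called against mock was set against 100 splits of the 12 libraries into 4 and 8, the real one included. For D1 at 0.1, 1, 10 and 50 nM, 1 of the 100 splits gave as many as the 36, 71, 2156 and 2914 genes called. For D2 at 10 and 50 nM, D3 at 1, 10 and 50 nM, D4 at 1, 10 and 50 nM, D5 at 10 and 50 nM and D6 at 1, 10 and 50 nM it was also 1. For D5 at 1 nM, with 5 genes called, 3 splits gave as many. At D2 0.1 nM and 1 nM, D3 0.1 nM, D4 0.1 nM and D6 0.1 nM, 13, 8, 9, 11 and 6 splits gave as many as the 1, 1, 1, 1 and 6 genes called. These splits concern the number of genes only: where 1 gene was called it was the intended target, with an adjusted p of at most 1.54e-09 in the edgeR test, and for D6 the target Ttr was among the 6. For D5 at 0.1 nM, 0 genes were called and 1012 had an unadjusted p under 0.05, and all 100 splits gave at least as many as 0, which says nothing. In the 35 splits of the mock libraries into 4 and 4, a median of 0 and at most 55 genes were called.

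The guide 7-mer ranked at worst 15 from the lowest among 16379 7-mers for D1, D4 and D6 at 10 nM. This argues against 3′-UTR composition at large as the source of their mer8 shifts. For D5 at 10 nM, with a smaller mer8 shift of −0.042, it ranked 2776, so composition stays open there.

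At 50 nM, 126 genes were called in the same direction for all 6 siRNAs, 62 higher and 64 lower, and 36 at 10 nM. Hao1 is among the lower genes at both doses. It is the intended target of D1, D2 and D3, so its place in the list is no evidence for a shared response. Its fall with D4, D5 and D6, which do not target it, is described below. The comparisons share the mock libraries. In 16 simulations of unchanged groups against shared mock libraries the largest number was 0, and at most 2 at an unadjusted p under 0.05. The genes were drawn independently, so this argues against chance values of single genes only. A deviation shared by many genes of the mock libraries is not covered, and splits of the real mock libraries called up to 55 genes. Against the same mock libraries, 0 genes were called for all 6 siRNAs at 0.1 nM and 0 at 1 nM. The lowest median percentile of 10 microRNA families over the 6 siRNAs at 50 nM was 30.12, for D4, where single families lay between 4.08 and 88.83. For D1, D2, D3, D5 and D6 it was 72.74, 80.45, 76.26, 60.22 and 44.22. At 50 nM the score of genes with a let-7 match was above mock for all 6 siRNAs, by 0.0145 to 0.0541 (adjusted p of at least 0.0831 from the exact permutation test). The let-7 7-mer was also ranked by the weighted mean, after adjustment for 3′-UTR length, GC content and expression. From the highest of 16244, it ranked 1 for D3, 4 for D1 and D2, 55 for D5, 4058 for D4 and 5554 for D6. Competition with endogenous microRNAs cannot be told apart from other causes here, since the families go both ways. A response to siRNA transfection at large is a hypothesis that was not tested further.

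Hao1, not targeted by D4, D5 and D6, fell with them at 10 nM by log2 fold changes of −0.79, −0.48 and −0.62 (adjusted p of at most 1.39e-03 in the edgeR test), and at 50 nM by −0.80, −0.44 and −0.65 (adjusted p of at most 0.0191). Its 3′-UTR holds a mer7A1 match to their shared seed. The level with D4 was lower than with D5 by −0.2967 at 10 nM (exact permutation p = 0.0286), with a difference of −0.34 at 50 nM (p = 0.2). A candidate explanation is repression through the match, which cannot be told apart from a wider response of hepatocytes to the siRNAs, since all 3 carry the same seed. Ttr, whose 3′-UTR holds no match to the seed of the Hao1 siRNAs, rose with all 3 of them. With D1 it rose by 0.62 at 10 nM and 0.63 at 50 nM (adjusted p of 2.96e-09 and 1.76e-11 in the edgeR test), with D2 by 0.26 and 0.33 (adjusted p of 0.0532 and 1.40e-04) and with D3 by 0.35 and 0.56 (adjusted p of 0.246 and 4.55e-10). The D3 value at 10 nM includes replicate 3, where Ttr was low. With 1 library left out, it ranged from 0.26 to 0.57 and changed side of the threshold in 1 of 12 fits. That of D2 at 10 nM ranged from 0.22 to 0.33 and changed side in 4 of 12.

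The mean of the list of 22 interferon-response genes was lower than mock with D1 at 0.1 nM by −0.79, with 4 of 4 libraries below all mock libraries (exact permutation p = 0.00404, adjusted over 24 comparisons 0.097). At 0.1 nM it was also below mock with D2, D3, D4, D5 and D6, by −0.38, −0.39, −0.11, −0.36 and −0.42 (exact permutation p = 0.0768, 0.0485, 0.642, 0.149 and 0.0283). Of the 21 genes of the list that were tested, 8 were called lower with D1 at 0.1 nM, 10 with D6 at 10 nM and 7 with D4 at 50 nM. The cause was not tested.

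In replicate 2 of D5 at 0.1 nM, Ttr was at 6.2076 log2 CPM, from 335 counts, against 0.65 to 1.89 in the other 3 libraries. The total of 4570355 counts was not unusual for the experiment, which argues against sequencing depth. RNA of a library without Ttr silencing mixed in could give this level, as could a less complete transfection, and the 2 cannot be told apart with Ttr alone.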
